# Folate-Dependent Cognitive Impairment Associated With Specific Gene Networks in the Adult Mouse Hippocampus

**DOI:** 10.3389/fnut.2020.574730

**Published:** 2020-11-12

**Authors:** Abigail Lawton, Caroline R. Morgan, Caleb R. Schreiner, Chris G. Schreiner, Jacqueline Baumann, Britton Upchurch, Feifan Xu, Michael S. Price, Gary D. Isaacs

**Keywords:** folate, cognition, hippocampus, gene expression, memory

## Abstract

Short-term folate deficiency has been linked to cognitive defects. Given folate's role in regulating nucleotide synthesis and DNA and histone methylation, these changes are often linked to altered gene expression and might be controlled by specific regulatory networks. In our study we examined the effects of folic acid (FA) deficient or replete diets in mice, containing either no source of folate or normal FA intake, beginning post-weaning and persisting through the end of adult life at 18 months. Our goal was to assess levels of cognition in these mice using the novel object test and then connect the cognitive results to genetic changes. FA deficient mice showed significant memory impairment compared to control counterparts beginning at 5 months and persisting through 17 months, as determined by the novel object test. These deficits were associated with 363 significantly downregulated and 101 significantly upregulated genes in the deficient condition compared to the control condition in microarray analysis of hippocampal tissue. Many of these gene expression changes were determined to be specific to the hippocampus. Significant ontological categories for differential genes included nucleotide regulation, ion channel activity, and MAPK signaling; while some of these categories contain genes previously mapped to cognitive decline, other genes have not previously been associated with cognition. To determine proteins possibly involved in regulation of these genes, we performed bioinformatics analysis and found enriched motifs of for MafB and Zfp410 binding sites. These genes and enriched motifs may represent targets for treatment or investigation of memory-related diseases.

## Introduction

Vitamin B9 can be found in a number of forms, referred to together as folates. The two most common folates are 5-methyltetrahydrofolate (5MTHF), the biologically active form found naturally in food, and folic acid (FA), the synthetic form used in supplements and food fortification (1). Folates are important one-carbon carriers in a number a cellular reactions including nucleic acid metabolism, amino acid metabolism, maintenance of DNA stability, and production of S-adenosylmethionine (SAM) for methylation of nucleic acids, neurotransmitters, phospholipids, histones, and other proteins (2–5). Gene methylation and expression often have an inverse relationship with decreased methylation resulting in increased expression (6, 7). Therefore, maintenance of proper folate levels helps avoid aberrant DNA methylation patterns, thus ensuring normal transcriptional regulation (8). Similarly, decreased folate levels can be associated with altered nucleic acid metabolism and altered gene expression (9). As such, folate deficiency has been associated with a number of diseases including various cancers, cardiovascular disease, and cognitive defects (10–18). Despite mandatory folate fortification in grains in many Western cultures, a variety of circumstances can lead to chronic folate deficiency including poor diet, chronic smoking, chronic alcoholism, intestinal diseases, medications, and gene polymorphisms (19–22). Although many of these habits and diseases may lead to chronic folate deficiency for the duration of adult life, little is known, regarding the effects of this deficiency throughout adulthood. Further, most studies on folate deficiency induce the deficiency early in life, either in *utero* or during weaning (12, 23). Although valuable, these studies provide no understanding of the many populations who receive adequate folate early in life but become deficient during adulthood. As such, it has yet to be determined to what extent adequate folate intake during early life can protect against folate deficiency later in life, despite the fact that this scenario likely affects many people.

Evidence has accumulated in recent years linking folate deficiency at many stages of life to neurological deficits, with the largest investigative emphasis on early life since the discovery of the critical role of folate in neural tube development (24–26). Folate deficiency in rodent pups during weaning has been linked to expression changes in genes associated with DNA methyltransferases (DMNTs) in the rat hippocampus and a reduced number of proliferating cells in the mouse hippocampus (27). This observed alteration in hippocampus structure due to folate deficiency holds true in the adult hippocampus as well; dietary folate deficiency during early adult life in mice reduces the number of proliferating cells in the hippocampus (28). Further, consistent with clinical observations that many dementia patients present with low plasma folate levels (29). A study of elderly Swedish patients receiving no folate or vitamin B12 supplementation determined that low serum levels of folate or B12 are indicative of a nearly doubled the risk of developing dementia compared to patients with normal folate or B12 levels (30). However, many of the molecular mechanisms underlying this relationship have yet to be elucidated.

While it is well established that folate deficiency during early life results in cognitive impairments (12, 13, 16), it is not clear whether adequate folate during major developmental milestones followed by inadequate folate in later life will exhibit the same effect. Folates play essential roles in both methylation and nucleic acid metabolism; therefore, we hypothesize that chronic post-weaning folate deficiency will result in expression changes in many additional hippocampal genes beyond DMNTs and that those genes may be linked to cognitive deficits. Because of the chronic nature of many conditions leading to folate deficiency in adult life, we investigated the effects of folate deficiency beginning post-weaning and extending through the duration of the adult mouse's life, in order to shed light on additional therapeutic avenues for treatment and prevention of cognitive decline.

## Methods

### Mice

Twelve female outbred CD-1 mice (Charles River Laboratories, Wilmington, MA) were crossed with males of the same strain to produce pups for this study. This strain was chosen for the high genetic diversity, healthy offspring, and large litter size associated with outbred strains. Two weeks prior to breeding the mice were placed on a custom chow supplemented with FA (Figure 1A). Parental mice were approximately 42 days old at the time of breeding. Female pups were used for this study and remained on the parental diet with their mothers until they had been weaned. Female mice were used exclusively for this study due to housing constraints, at a limit of 5 females per cage. Once the pups were weaned, half of each litter continued on the parental diet while the other half began a FA-deficient diet. Each dietary condition contained three independent litters with multiple pups. At least one mouse from each litter at 6 and 18 months was euthanized by carbon dioxide asphyxiation, and all efforts were made to minimize suffering. Experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Liberty University (protocol 3.160309). Mice were kept on a 12 h light/dark cycle in a temperature and moisture controlled room for the duration of the study.

**Figure 1:**
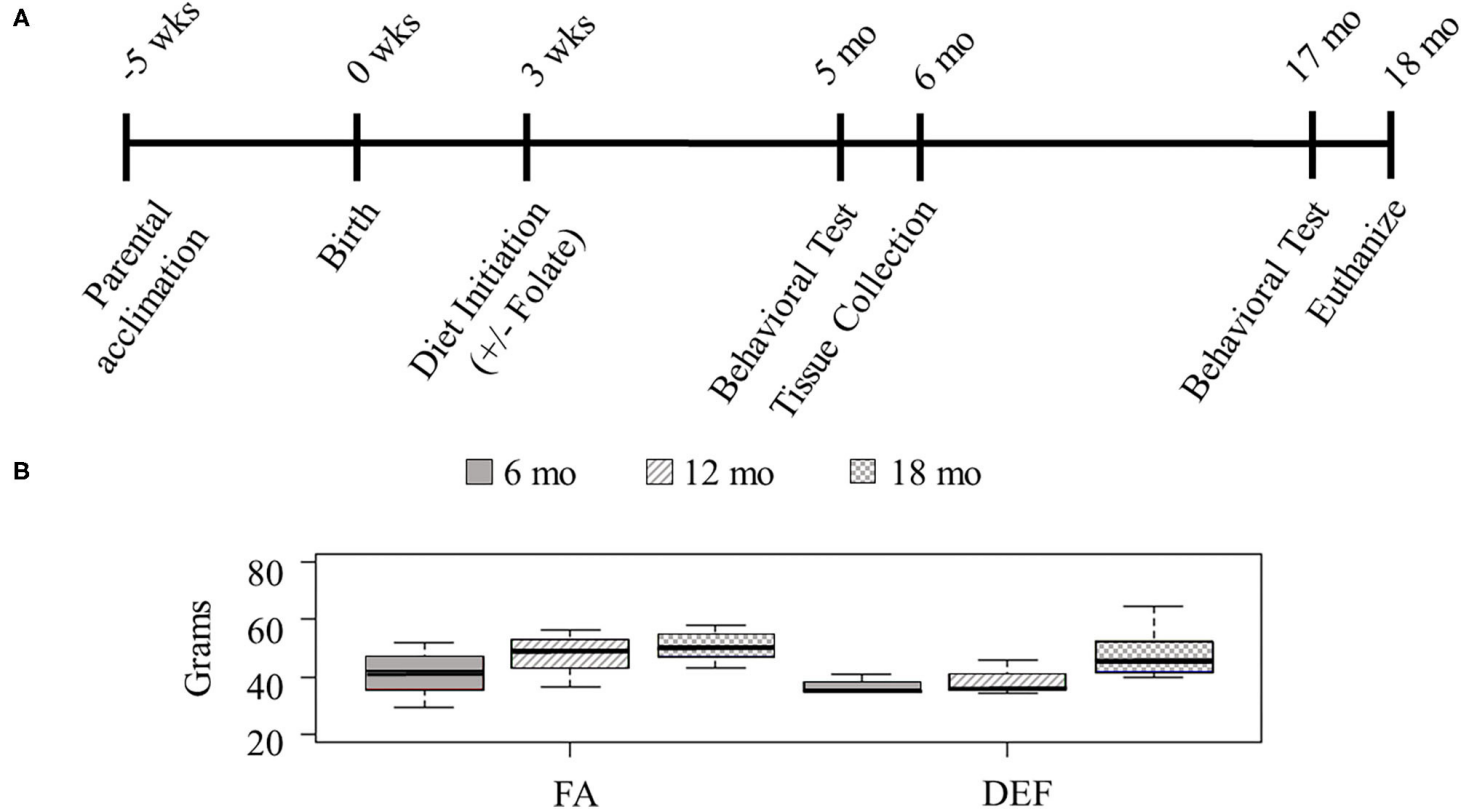
Study design. **(A)** Outbred 7-week-old CD1 mice were acclimated for this study with the introduction of a custom vitamin B deficient chow containing 1% succinylsulfathiazole and supplemented with B6, B9, B12 for 5 weeks prior to the birth of their pups. Mothers and pups were kept on this diet during weaning. After weaning (3 weeks post birth), the pups of half of the litters remained on the parental diet, and the pups of the other half of the litters were put on a folate-deficient diet. Behavioral tests were administered 5 and 17 months after birth, and tissues were collected following the completion of behavioral tests at each time point (about 1 month after their initiation). Results from littermates were averaged and considered to be *N* =1. **(B)** Mice were weighed throughout the course of the study to determine if diet had any effect on overall size of the mouse (*N* ≥ 3 for all ages and diets). Although all mice gained weight with age, there was no statistical difference between the various dietary conditions at any single time point (one-tailed homoscedastic student *t*-test: 6 months FA vs. DEF *P* = 0.29, 12 months FA vs. DEF *P* = 0.14, 18 months FA vs. DEF *P* = 0.36).

### Diets

Parental mice were given a custom vitamin B-deficient chow (Envigo-Teklad Diets, Madison, WI; Supplementary Table 1) containing 1% succinylsulfathiazole to inhibit microbial folate production in the gut. Vitamins B_6_ and B_12_ were supplemented (35 μg/mL and 125 μ g/mL, respectively, Solgar, Leonia, NJ) dissolved in drinking water for all mice since the custom chow lacked these two B Vitamins and our study wanted to determine the effects of folate (B_9_) only. FA supplemented mice were given water also fortified with FA (10 μg/mL), following normal dietary recommendations (31). Initial calculations of average daily water consumption was approximately 5 mL per day per animal and determined the supplemental vitamin concentrations in the water (Supplementary Figure 1). Specifically, water bottles were filled and weighed before placing them in the cage. Twenty-four hours later bottles were removed and weighed again to determine the water loss due to animals drinking and bottles dripping. This procedure was conducted twice for 12 cages containing no more than two mice each. In order to determine the amount of water loss due solely to bottles dripping, 11 twenty-four hour trials were conducted in cages without mice. It was determined 2.7 + 0.1 mL (SEM) was lost due to water dripping. The average daily water consumption per mouse per day for all 12 cages was calculated as the daily change in water in each cage minus the daily average loss due to dripping divided by the number of mice in the cage, which was calculated to be 5.6 + 0.4 mL (SEM). Averages and error bars were calculated in Microsoft Excel using standard error of the mean. Fortified water was made fresh and changed every 3 days. This method of folate supplementation has been previously reported in mice (32–35). Serum folate levels were not measured since significant reduction in serum folate has been observed following shorter periods of folate deficiency (36). Further, the aim of this study was to assess the stress response of a chronically folate deficient diet, whether or not the response is directly linked to depleted serum folate. Mice were weighed at 3 stage of adult life (6, 12, and 18 months) to ensure that diets did not affect overall health; average weights and standard error for each dietary condition at each time point were analyzed using R studio version 3.1.0.

### Behavioral Tests

Novel object tests were performed on at least three mice representing independent litters for each of the dietary groups at 5 and 17 months, allowing for 1 month of cognitive testing prior to euthanization at each time point. Each test was composed of a 5-min interaction with two identical objects followed by a second 5-min interaction 24 h later with one of the objects replaced with a new object. Two stopwatches recorded the amount of time spent with the two objects during this second trial. Data was recorded as the percentage of time spent investigating the new object relative to the total time investigating both objects. Familiar and novel object sets were different for each time point tested to preserve the integrity of the test and provide multiple object pairs testing reliability. At 5 months the familiar objects were two T25 cell culture flasks filled with blue-colored water and the novel object was a green Lego object of similar shape and size. At 17 months the familiar objects were two green turtles made of rubber and the novel object was a blue dolphin of similar size and material. Results were analyzed using a two-tailed homoscedastic student *t*-test at the 0.05 level comparing deficient to control diets at each time point using Microsoft Excel.

### Tissue Extraction and RNA Isolation

After the completion of behavioral studies at 6 months, mice were sacrificed to obtain tissue samples for both dietary groups (FA and DEF). After isolation of whole brain samples, a sagittal cut divided the hemispheres, and the samples were placed in RNALater (Applied Biosystems, Foster City, CA) for 10 min to preserve RNA and dehydrate the tissue. The hippocampal dissection procedure followed a previously described account (https://www.youtube.com/watch?v=tdEvicXkMCk, permission was obtained from the author for distribution of the video). Isolated hippocampi were soaked in RNALater for 24 h at 4°C before storage at −80°C.

RNA was extracted from hippocampal tissue using Trizol (Invitrogen) according to the manufacturer's instructions. Briefly, tissue was homogenized in 0.1 × Trizol volume and incubated at room temperature for 5 min. Chloroform was added up to 0.2 × Trizol volume, and samples were incubated an additional 2 min at room temperature before being centrifuged at 12,000 × *g* at 4°C for 15 min. The aqueous phase was separated, mixed with 0.5 × volume of isopropanol, incubated for 10 min at room temperature, then centrifuged at 12,000 × *g* at 4°C for 10 min. The pellet was resuspended in 75% ethanol, vortexed, and centrifuged at 12,000 × *g* at 4°C for 5 min. Finally, the sample was dried and resuspended in 30 μL of RNase-free water and incubated at 55°C for 10 min. The sample was quantified and purity was assessed using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA).

### Microarray Analysis

The sample preparation and microarray hybridization were performed based on the manufacturer's standard protocols. Purified RNAs for each dietary condition at 6 months (*N* = 3) were submitted to Arraystar for microarray analysis using the V3.0 Mouse LncRNA Array. These replicates fell within Arraystar's suggested parameters of 3–6 samples per group for detection of expression changes with an effect size of 2, false discovery rate of 0.05, and statistical power of 0.8. A total of 35,923 lncRNAs and 24,881 mRNAs were used to assess the transcriptomes of these samples. 

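Each array carried 61500 spots that were not marked as controls, beside 1439 control spots. Of the 61500 spots, 300 belonged to 15 negative control probes and were left out. The remaining spots made up 60915 probes, of which 60900 had 1 spot and 15 had 20 spots each. The files name the probes by the identifiers of the array design, without gene symbols. Symbols of single probes were therefore taken from Supplementary Table 3 or, for the 15 probes with 20 spots, from the RefSeq accession in the files, and all 15 accessions matched a symbol. The numbers of regulated transcripts counted from the arrays are numbers of probes, and several probes can belong to 1 gene.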

A total of 5,000 ng of RNA was provided at a concentration of 200 ng/μL. RNA integrity and quantity were verified using standard denaturing agarose gel electrophoresis and the NanoDrop ND-1000. For microarray analysis, Agilent Array platform was employed, and results were normalized by Lowess normalization using R version 3.1.0 (R Foundation for Statistical Computing, Vienna, Austria) and the package “ggplot2” for images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). After quantile normalization of the raw intensity data, the differentially expressed genes between the comparison groups were identified by fold change (FC ≥ 2.0) and by statistical significance (*P* ≤ 0.05 by unpaired, two-tailed *t*-test) (37). This data is available at the NCBI gene expression omnibus under accession GSE148126.

### Quantitative PCR

Gene-specific quantitative PCR (qPCR) confirmations were used to validate the microarray data. A High-Capacity RNA-to-cDNA Kit (Applied BioSystems, Foster City, CA) was used to convert RNA to cDNA according to manufacturer's instructions. Briefly, 2 μg of RNA was incubated for 60 min in a 30 μL reaction containing 15 μL of 2 × RT Buffer mix and 1.5 μL of 20 × RT enzyme mix brought up with nuclease-free water. The reaction was stopped by heating to 95°C for 5 min. The cDNA was diluted 1:100 with nuclease-free water for use in qPCR reactions. Primers for qPCR were designed using the UCSC BLAT tool on Arraystar probes for significant differentially expressed genes from the microarray (https://genome.ucsc.edu/cgi-bin/hgBlat). This tool allowed us to map all primers to the same transcript as the one targeted by Arraystar probes by designing primers to contain the probes region when possible or to be within the same exon as the probe if the exact probe region was not possible. Primer3 was then used to design primers based on the genetic regions determined in BLAT (http://bioinfo.ut.ee/primer3-0.4.0/primer3/). Parameters for Primer3 software were as follows: primer T_m_ was 59 ± 2°C, primer size was 20 ± 2 bp, and GC clamps were used when possible; all other criteria were left as the default software settings. Primer sequences are given in Supplementary Table 2. The 25 μL qPCR reactions contained 0.02 μg of cDNA, 12.5 μL of 2 × SybrGreen PCR Supermix, and forward and reverse primers with a final concentration of 0.625 μM each. All reactions were performed in duplicate for each cDNA pool (*N* = 3 independent biological replicates for each condition) using *Gapdh* as the control gene; reactions lacking cDNA template were included as controls for primer self-annealing and amplification. Amplification was performed using a BioRad MJ Mini Personal Thermal Cycler. The qPCR cycling parameters were as follows: 95°C for 3 min (1 cycle), 95°C for 10 s followed by 59°C for 1 min (40 cycles), finished with a melt curve analysis. The amplification graphs were generated using BioRad CFX manager 2.0. The quantification cycle (Cq) values were obtained for all samples and used for quantification with the 2ΔCq method with one-tailed equal variance *t*-tests and standard error of the mean using Microsoft Excel (38).

### Gene Ontology

Gene ontology was performed on significantly differentially expressed genes from microarray analysis using GeneCodis, a gene annotation website (39–41). Two random gene lists were also analyzed using GeneCodis and compared to the list of differentially expressed genes. The following criteria were used to determine significant single enrichment gene ontologies: GeneCodis level 7 (most stringent), minimum of 28 genes associated with the ontology, Chi-square value greater than Chi-square from any random list. Additionally, the following criteria were used to determine significant pathway enrichment gene ontologies: GeneCodis level 7, at least twice as many genes as any random list, Chi-square value greater than Chi-square from any random list. The enrichment value was calculated in Microsoft Excel using the following formula:

$$\begin{array}{l} \frac{\frac{Number\;of\;annotated\;genes\;in\;input\;list}{Number\;of\;genes\;in\;reference\;list}}{\frac{Total\;number\;of\;genes\;in\;input\;list}{Total\;number\;of\;genes\;in\;reference\;list}} \end{array}$$

where the input list consisted of all significantly expressed genes from microarray analysis (with separate input lists for upregulated and downregulated genes) and the reference list consisted of all expressed genes on the microarray.

### Motif Analysis

A publicly available motif discovery tool called Hypergeometric Optimization of Motif EnRichment (HOMER) was used to identify transcription factor motifs within the target genes regulated by FA (42). In this analysis, two files were run separately: one containing the up regulated genes and one containing the down regulated genes from the RNA microarray results of the FA diets at 6 months. The HOMER script findMotifs.pl was used for the genome of “mouse.” Parameters included a starting point of 2,000 bases downstream of the TSS and 500 upstream were specified with a background list of all the genes from the microarray test. Results consisted of *de novo* and known motif sequences generated by position weight matrixes with their *P*-value, percent of the target and background, and the best match of the protein that HOMER found based on their database from UCSC.

## Results

### Post-weaning Effects of Folate on Growth

Since little is known about long-term effects of folate deficiency, we designed a study to follow folate deficient mice from infancy through late adulthood (Figure 1A). Cohorts of 3 FA deficient and 3 FA control mice were followed for each folate source. Since mice remained on their designated diet for the duration of their life, we weighed them at 3 stages of their adult life to ensure the diet did not affect their overall health (6, 12, and 18 months—representing young adult, middle-aged adult, and senior adult). Although all mice in each diet gained weight as they aged, at any given time point there was no significant difference between the weights of mice on a folate diet compared to mice on a folate deficient diet (Figure 1B, *P* ≥ 0.6 in all conditions).

### Effects of Folate Restriction on Cognition

The novel object test for memory was administered to mice on both diets to assess cognitive abilities associated with each diet. Although the weights of the mice were not affected by dietary condition, a significant difference was noted in cognitive abilities beginning at 5 months (young adult) and persisting through 17 months (old adult). Mice on the FA deficient diet spent significantly less time with the novel object (60 and 69% of time with novel object in control mice compared to 47 and 53% of time in deficient mice at 5 and 17 months, respectively; *P* < 0.05 for all comparisons) compared to mice on the FA control diet, demonstrating decreased memory capabilities as assayed over a 24-h period (Figure 2). Even though cognitive deficit persisted through 17 months, the initial observance at 5 months suggests that the effects of folate deficiency maybe be established at this early time. For this reason, we focused our transcriptional analysis on mice collected immediately following the 5-month behavioral test.

**Figure 2:**
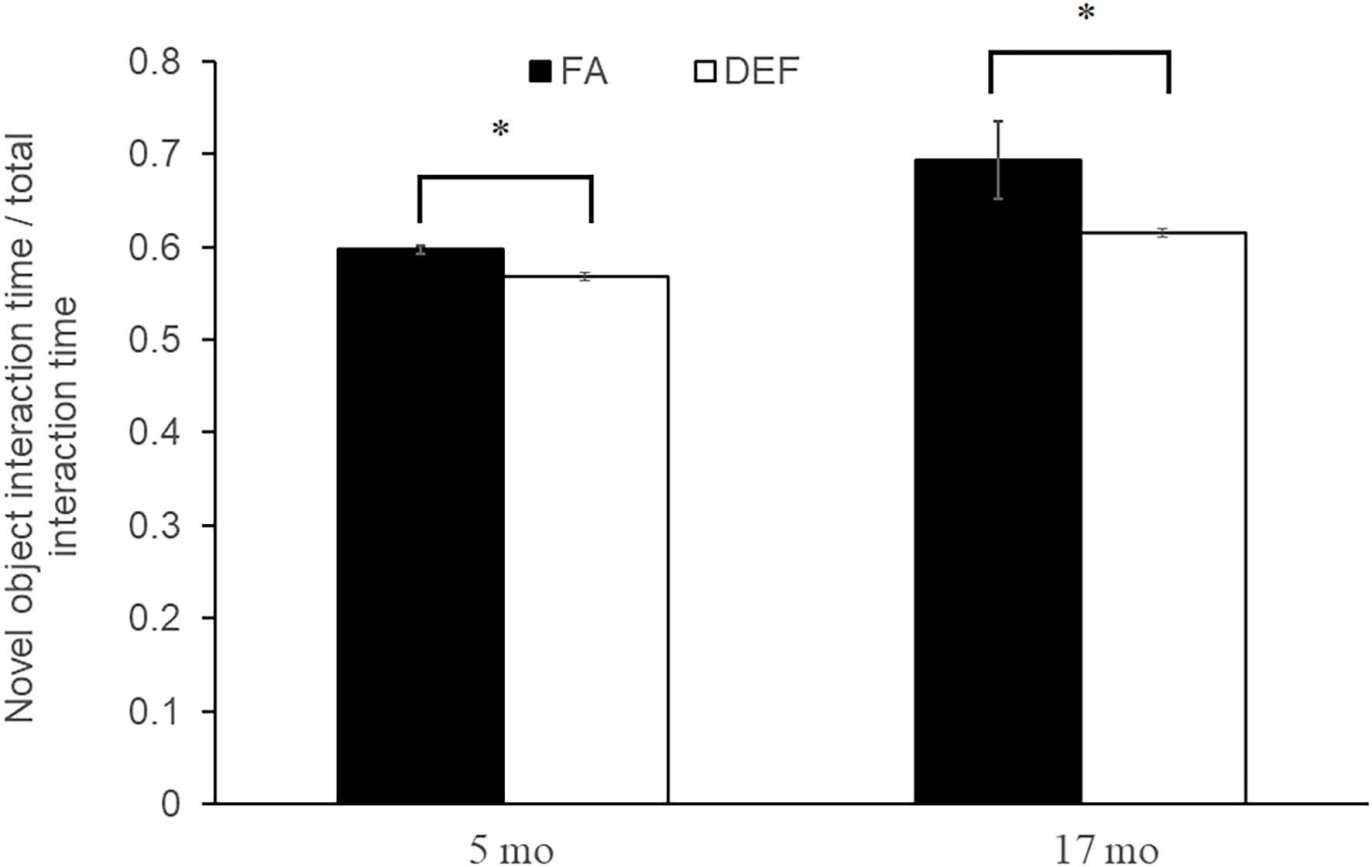
Novel object test for object memory. A novel object test was used to assess memory in each dietary condition by comparing percent time the mouse spends with a new object vs. an old object. Three litters of mice were used per condition with multiple litter mates averaged to represent one data point. Five-month-old folic acid (FA) litters contained 4 mice each and FA-deficient (DEF) litters contained 3 mice each. Each 17-month-old litter contained 3 mice. All comparisons represent *P* ≤ 0.03 (noted by astrisks). Error bars represent SEM values calculated from the independent biological replicates across all litters.

### Microarray Analysis to Determine Folate-Regulated Genes

In order to characterize molecular mechanisms associated with the cognitive decline observed in mice who were chronically FA deficient, hippocampal gene expression in the FA deficient mice was compared to expression in FA control mice using RNA microarrays. These microarrays were obtained for the 6-month time point to assess primary genetic changes associated with the dietary conditions. These arrays found a high correlation of expressed transcripts among all RNA preps both within and between dietary groups reflecting the large similarity of the transcriptomes from these mice (Figure 3A, *r* = 0.99). 

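Hippocampal RNA from female mice of the outbred CD-1 strain was hybridized to 12 arrays of the 1-color type. Each array is counted here as 1 mouse, although the paper does not state whether an array holds RNA of a single mouse. There were 3 deficient (DEF) and 3 folic acid supplemented (FA) mice at 6 months, the comparison of the paper, and 3 DEF and 3 FA mice at 18 months. The sample labels give the younger mice an age of 4 months, which is also the time on the diet after weaning in the legend of Supplementary Table 3. They give the FA supply as 2 mg/ml, whereas the methods of the paper give 10 μg/mL of drinking water. The authors read the arrays with Agilent Feature Extraction 11.0.1.1 and deposited the brightness of every spot after subtraction of the background within the array, without normalization between arrays. Between 29446 and 30857 of the 60915 probes (median 30058) were well above background on the DEF arrays of 6 months, and between 29378 and 30979 (median 29841) on the FA arrays. At 18 months these numbers were 29827 to 30484 (median 30250) for DEF and 29076 to 30576 (median 29289) for FA. The number of arrays, 3 per group, limits the precision of every difference.

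From the deposited intensities, log2 values were quantile normalized over the 12 arrays, as the methods name quantile normalization. Spots that the scanner software marked as outliers, for uneven pixels or against repeated spots of the same probe, were left out. The marked spots numbered 120 to 162 on the FA arrays of 6 months and 26 to 52 on the DEF arrays of that age, so leaving them out removed more FA than DEF values. Probes well above background on at least 3 of the 6 arrays compared were tested with limma, as DEF minus FA. The 12 arrays lay on 2 slides, 8 on slide 1 and 4 on slide 2. At 6 months the 3 FA arrays and 2 DEF arrays were on slide 1 and DEF replicate 3 was on slide 2. At 18 months all FA arrays were on slide 1 and all DEF arrays on slide 2, so that slide and diet cannot be told apart within that age.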

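Over the 30228 tested probes with an unmarked spot on all 6 arrays of 6 months, the mean log2 signals of the 3 DEF and the 3 FA arrays had a Pearson correlation of 0.990. This correlation is across probes, which are not independent replicates. Spearman's rank correlation of the same means, the alternative with the lowest value, was 0.9845. Single arrays of unlike diet had a mean correlation of 0.978 over the 9 possible pairs (SD 0.0032), from 0.974 for DEF replicate 1 with FA replicate 3 to 0.985 for DEF replicate 2 with FA replicate 2.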

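At 6 months 30435 probes were tested. At the threshold of the methods, a fold change of at least 2 and an unadjusted p of at most 0.05, limma called 467 probes lower and 142 probes higher in DEF than in FA mice. An unadjusted p under 0.05 without a fold threshold was reached by 4183 probes (13.7%). After Benjamini-Hochberg adjustment over all probes tested, limma left 1 probe under 0.05, and the adjusted p of the called probes went up to 0.363. On the same values the methods' t-test called 290 probes lower and 76 higher at the same threshold and 0 after adjustment. Normexp background correction gave 196 probes lower and 12 higher, the largest change of the higher count as a ratio. Its offset of 50 makes differences of dim probes smaller by construction. A fold threshold of 1.5 gave 1364 and 635, the largest change of the lower count. Leaving out DEF replicate 3 gave 653 lower and 262 higher probes, and leaving out FA replicate 2 gave 580 and 313. The count after adjustment went from 0 to 135 over 22 alternatives and stayed at 1 under 8 of them. It was 90 after normexp correction, 89 without background subtraction and 135 with limma array weights.

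The single probe past the adjusted threshold belonged to Rpl7l1 (adjusted p = 0.0122 from limma, 0.00797 to 0.178 over the alternatives). It was well above background on all 3 FA arrays, with a log2 signal of 8.46 ± 0.66 (SD, n = 3), and on none of the DEF arrays. Its signal was at least 45.9-fold higher in FA mice, where each dim array enters with the lowest signal among probes well above background or, if that is higher, with its own value. At 18 months this probe was at background on 1 of the 3 DEF arrays and bright on the others.

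Probes called higher were dimmer than probes called lower, with median log2 signals of 3.78 and 6.03. Of the higher probes 57 (40.1%) were well above background on all 6 arrays, and of the lower probes 304 (65.1%). Among called probes well above background on all 6 arrays and without overlap, the largest falls were −2.86 on the log2 scale for probe ASMM10P023755 (standard error 1.07), −2.55 for 4930579G24Rik (standard error 0.73) and −2.50 for probe ASMM10P047840 (standard error 0.85). Their adjusted p from limma was 0.332, 0.269 and 0.301. The 3 FA arrays of ASMM10P023755 differed by an SD of 2.33, and it did not pass the threshold under 9 of 22 alternatives, among them the methods' t-test. The methods' t-test did not call ASMM10P047840 either, whose DEF arrays differed by an SD of 1.825. Single arrays carry much of these falls, which were −1.91 for ASMM10P023755 without FA replicate 1 (−4.155 without FA replicate 2), and −1.65 for 4930579G24Rik and −1.445 for ASMM10P047840 without DEF replicate 3, the only array of this age on slide 2. The largest rises were 1.80 for Sec14l3 (standard error 0.32, adjusted p = 0.1495), 1.77 for AK013659 (standard error 0.50, adjusted p = 0.269) and 1.68 for probe ASMM10P025304 (standard error 0.23, adjusted p = 0.105). The rise of AK013659 was 0.76 after normexp correction, whose offset makes differences of dim probes smaller, and so under the 2-fold threshold.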

We identified 363 transcripts to be significantly downregulated and 101 transcripts to be significantly upregulated (*P* < 0.05, fold change > 2) in the deficient condition compared to the FA condition (Figure 3B, Supplementary Table 3). A subset of 16 of these transcripts were confirmed by qPCR to be differentially regulated due to FA supplementation (Figures 4A–C, *P* ≤ 0.05).

**Figure 3:**
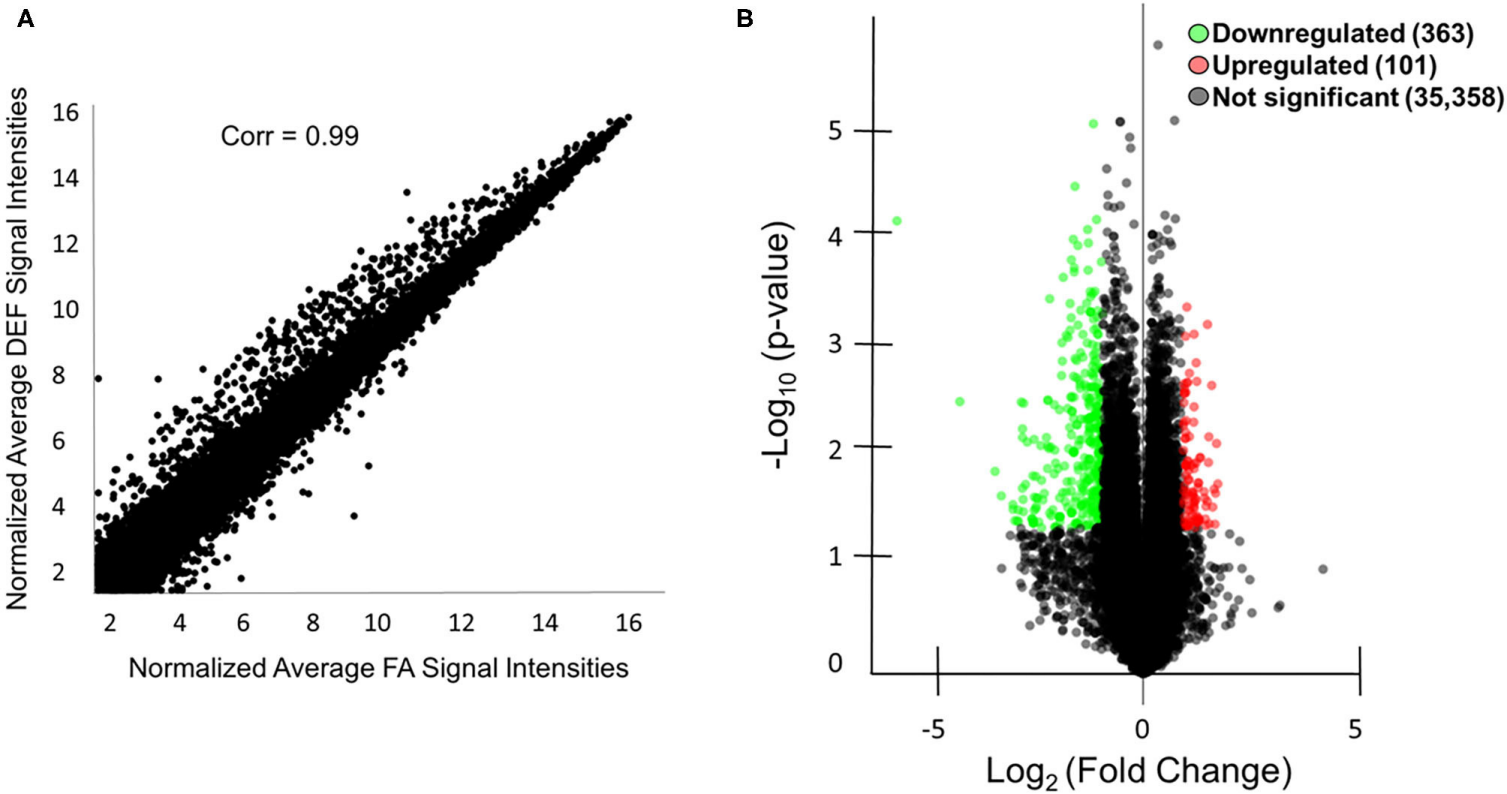
Microarray analysis of mice with and without FA. **(A)** A scatter plot is shown comparing the microarray data of the average normalized signal intensities for the three FA replicates vs. the average normalized signal intensities for the three deficient (DEF) replicates. The correlation coefficient was calculated using R version 3.1.0. Correlations between individual replicates within the FA group (0.99, 0.98, 0.98) and within the deficient group (0.98, 0.99, 0.98) were also calculated to show the similarities within each condition. **(B)** A total of 363 mRNA or lncRNA regions were downregulated (green) in the deficient condition compared to the FA condition, and a total of 101 mRNA and lncRNA regions were upregulated (red) in the same comparison as indicated by the volcano plot. An additional 35,358 mRNA and lncRNA regions were not differentially regulated (black). Genes were considered differentially regulated if they had fold change >2 and *P* < 0.05 by microarray analysis.

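Between single FA arrays the Pearson correlation across probes was 0.9832 for replicates 1 and 2, 0.9867 for replicates 1 and 3 and 0.9826 for replicates 2 and 3, a mean of 0.9842 (SD 0.0022). Between single DEF arrays it was 0.9844 for replicates 1 and 2, 0.9759 for replicates 1 and 3 and 0.9785 for replicates 2 and 3, a mean of 0.9796 (SD 0.0043). The mean correlation of pairs of unlike diet lay between the lowest and the highest DEF pair and below every FA pair. The lower DEF pairs both included DEF replicate 3, the only array of this age on slide 2.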

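Of the probes tested at 6 months 29826 did not pass the threshold. This number follows the filter on dim probes, since 60877 probes could be tested without a filter, of which 694 passed as lower and 359 as higher, and 42367 with a looser filter on signal significantly above background. To show what 3 against 3 arrays can detect, values were simulated for 30228 probes with the spread of the 6 arrays, and 200 probes were changed by 2 or 3 on the log2 scale. Limma called 98.5% of the changed probes at the threshold of the methods and 87% after adjustment, and the methods' t-test called 97.5% at the same threshold. Among the unchanged probes, limma called 212 at the threshold of the methods and 0 after adjustment. The noise was independent between probes and the changed probes were drawn at random, so the shares called can overstate what the real arrays allow. On the real arrays 127 probes were over 4-fold lower and 20 over 4-fold higher in DEF mice. Limma left 1 probe after adjustment.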

**Figure 4:**
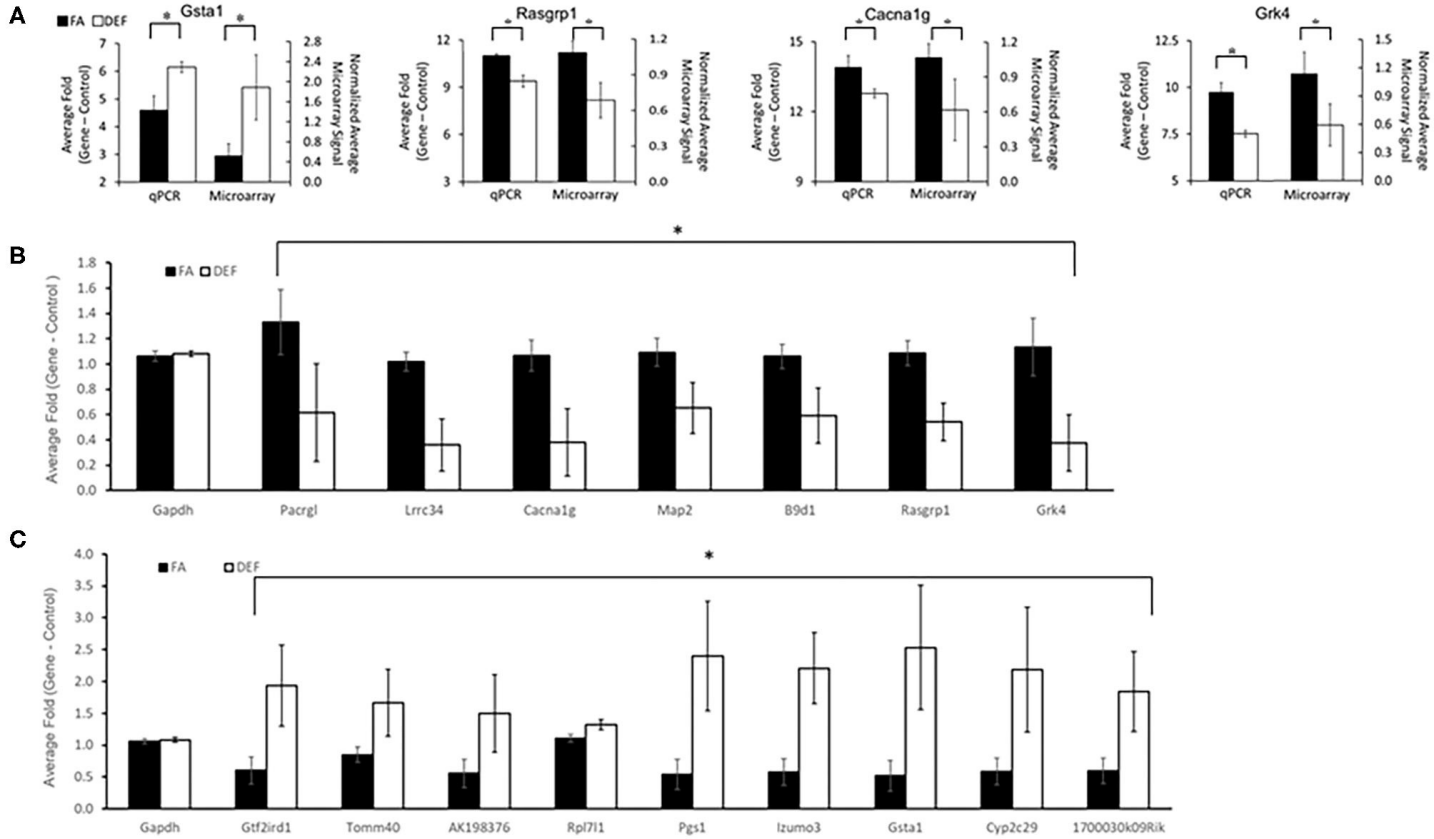
qPCR confirmations of specific genes shown to be differentially expressed in microarray data. A subset of genes considered to be significant (fold change ≥2 and *P* ≤ 0.05) by microarray analysis of the hippocampus were confirmed to be significant by qPCR (*P* ≤ 0.05). In addition one gene (Lrrc34) was chosen below the threshold (fold change 1.9). Genes were chosen for confirmation to represent a variety of *P*-values, fold changes, and ontologically significant genes. Primers were designed around the same region or within the same exon as the microarray probe when possible to ensure qPCR was targeting the same transcript as the microarray. Each gene was tested using at least *N* = 2 for independent biological samples for each dietary condition. **(A)** Four examples of microarray vs. qPCR comparisons of confirmed genes are shown. A number of genes were confirmed to be downregulated **(B)** or upregulated **(C)** in the deficient condition compared to the FA condition (*P* ≤ 0.05 for all comparisons as noted by astrisks). Each experimental gene was normalized to the average *Gapdh* expression for its respective dietary category. *Gapdh* expression was not significantly altered in any deficient vs. folate comparisons. Plotted *Gapdh* levels are relative to the expression of one FA *Gapdh* replicate to demonstrate the lack of variability between independent replicates and to demonstrate the lack of folate dependence. Error bars represent SEM values calculated from the three normalized array values or 3-fold values prepared from three independent biological replicates.

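Of the 16 genes tested by qPCR, 15 have an array probe in Supplementary Table 3, and Lrrc34 was not analysed here. With all spots kept, 14 of the 15 probes had a lower mean signal in DEF than in FA mice at 6 months and the Gsta1 probe had a higher one. Without the outlier-marked spots 9 probes had values on all 6 arrays and 6 lacked at least 1 FA value. Cyp2c29 and Map2 had no unmarked FA spot and were not tested. With the marked spots kept their signals were 9.41-fold and 7.825-fold lower in DEF mice. In limma the other 13 probes passed the threshold of the methods, but 3 of them (Grk4, Izumo3 and 1700030K09Rik) had 1 unmarked FA array, without a spread of its own. Adjusted over all probes tested, 1 of the 13 had an adjusted p under 0.05, and adjusted over the list alone 13 did, with the same limit for these 3. The genes were picked for qPCR from these arrays, so the second number is not independent evidence.

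Among the probes measured on all 6 arrays, AK198376 stood at 9.62 ± 0.05 on the log2 scale in DEF and 11.36 ± 0.21 in FA mice (SD, n = 3), a difference of −1.74 (standard error 0.14, adjusted p = 0.0595 from limma). Gtf2ird1 stood at 11.84 ± 0.15 and 13.10 ± 0.21, a difference of −1.25 (standard error 0.16, adjusted p = 0.0975). For Pacrgl, Pgs1 and B9d1 the differences were −2.39, −1.72 and −3.04, with standard errors of 0.47, 0.42 and 0.70. The DEF arrays of these 3 probes spread more, with SDs of 0.88, 0.86 and 1.42, and B9d1 was well above background on 2 of the 3. Its fold of 8.21 was 4.74 without DEF replicate 3 and 12.2 without DEF replicate 1. After normexp correction B9d1 no longer passed the 2-fold threshold, with a difference of −0.97. The offset of 50 in that correction makes differences of dim probes smaller by construction. Izumo3 and 1700030K09Rik had 1 unmarked FA spot each, so their differences of −2.62 and −4.04 rest on 3 DEF arrays against 1 FA array, and the methods' t-test did not call them. Without DEF replicate 3 the fold of 1700030K09Rik went from 16.5 to 10.2.

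**Figure D1:**
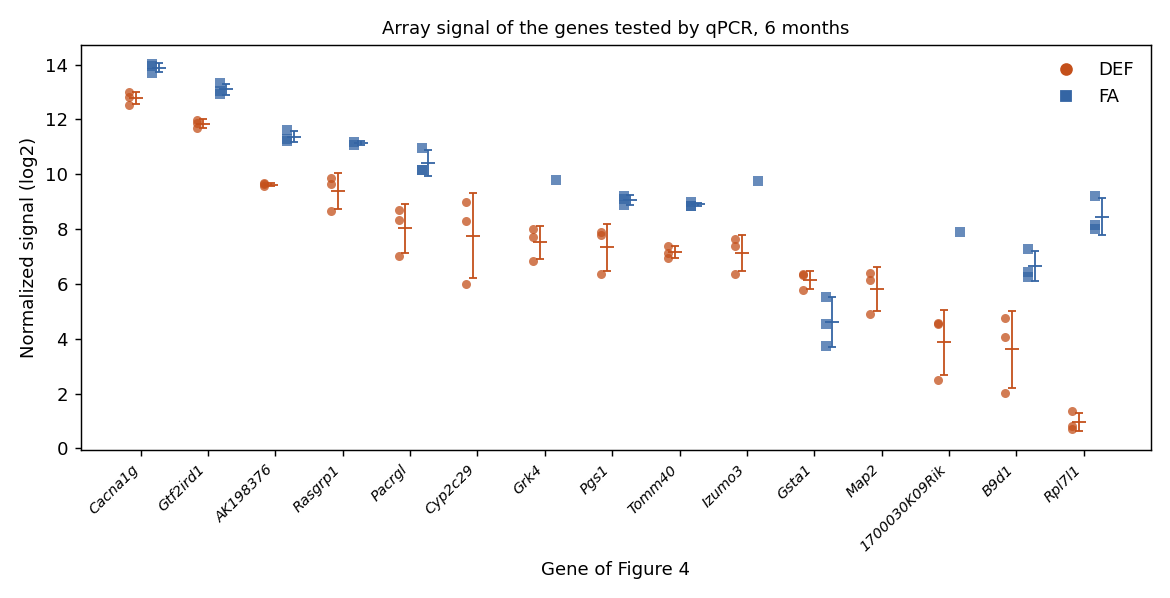
Normalized log2 array signal at 6 months of the 15 genes of Figure 4 with a probe, ordered by the DEF mean. Each circle is a DEF array and each square an FA array, bars give the mean ± SD, and outlier-marked spots are left out, so Cyp2c29 and Map2 have DEF values only. Gsta1 is the only gene whose DEF values lie above its FA values.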

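On the arrays Gsta1 had a log2 signal of 6.15 ± 0.32 in DEF and 4.61 ± 0.90 in FA mice (SD, n = 3), a difference of 1.54 (standard error 0.45, adjusted p = 0.273 from limma). After normexp correction, whose offset makes differences of dim probes smaller, its difference was 0.69, under the 2-fold threshold. Cacna1g had 12.78 ± 0.23 and 13.89 ± 0.16, a difference of −1.11 (standard error 0.17, adjusted p = 0.122). Without DEF replicate 1 it was −0.99, just under the 2-fold threshold. Rasgrp1 had 9.38 ± 0.65 in DEF mice and 11.13 ± 0.08 on the 2 FA arrays with an unmarked spot, a difference of −1.75 (standard error 0.38, adjusted p = 0.224). Grk4 had 7.52 ± 0.60 in DEF mice and 9.79 on the single FA array with an unmarked spot, a difference of −2.27, which the methods' t-test did not call. With the marked spots kept, Grk4 was 4.62-fold lower in DEF mice. In Gsta1 and Cacna1g every DEF value lay on one side of every FA value, for which a two-sided exact permutation test gives p = 0.1, the smallest that 3 arrays against 3 allow.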

### Folate-Dependent Genes Specific to Hippocampus

Since folate is known to have tissue-specific effects, we further investigated if any of our 16 confirmed differentially expressed genes were indeed specific for hippocampus (43, 44). We analyzed the same 16 transcripts using cDNA pools generated from liver and heart tissue from the same mice. Interestingly, none of these genes were differentially expressed in the heart, and only one (*Pacrgl, P* = 0.04) was differentially expressed in the liver (Figure 5A, Supplementary Figure 2). Further, we observed that this *Pacrgl* gene was significantly downregulated in the deficient hippocampus and significantly upregulated in the deficient liver (Figure 5B), an observation that is consistent with previous studies that noted the hippocampus and liver exhibit opposite genetic responses to short-term folate deficiency (45–48). Thus, it is likely that many of the differentially regulated genes found on the microarray are specific to the hippocampus and may be involved in the observed memory deficits found in these animals.

**Figure 5:**
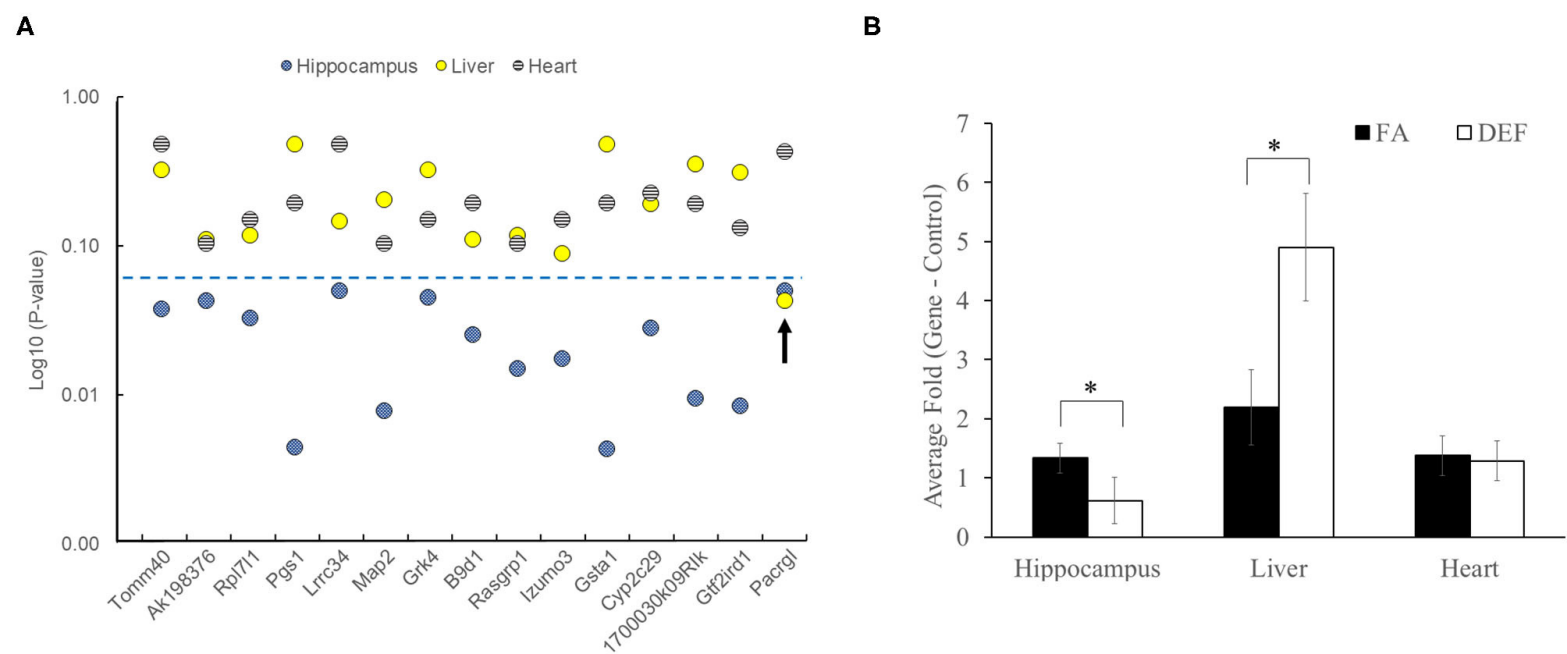
Folate-dependent genes are not ubiquitously expressed. Each of the genes confirmed to be differentially expressed in hippocampus was also tested in liver and heart tissue of the same mice to determine if differential expression was systemic or tissue specific. Each gene was tested on 3 independent biological replicates in the FA and deficient (DEF) conditions. **(A)** Of the 15 genes tested, only one was found to be differentially expressed in the liver (*Pacrgl*), and no genes were found to be differentially expressed in the heart. The blue dotted line represents a significant *P*-value (≤0.05). **(B)** Interestingly, only one of the differentially expressed hippocampus genes was also differentially expressed in the liver (*Pacrgl*, hippocampus *P* = 0.05, liver *P* = 0.04; significance noted by asterisks). Further, *Pacrgl* was significantly downregulated in the hippocampus and significantly upregulated in the liver in the deficient vs. folate comparison. This same gene was not differentially expressed in the heart (*P* = 0.43). Error bars represent SEM values calculated from the 3-fold values prepared from three independent biological replicates.

### Gene Ontology of Folate-Regulated Genes

To shed further light on the molecular mechanisms involved in our observed memory deficits precipitated by chronic FA deficiency, we performed gene ontology on the differentially regulated genes using GeneCodis (Table 1, Supplementary Table 4). The largest ontological category was the 47 downregulated genes associated with the regulation of nucleobase-containing compounds, which is not surprising considering the crucial role the folate cycle plays in nucleotide synthesis. Indeed, many of the other downregulated ontological categories involved DNA and RNA associated mechanisms. 

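Each of the 11 genes that the paper lists under MAPK signaling (Arrb2, Fgfr4, Mapk10, Sos1, Map2k7, Taok1, Mapk8ip1, Cacng4, Cacna1h, Cacna1g and Rasgrp1) has a probe in Supplementary Table 3. All 11 probes had a lower mean signal in DEF than in FA mice at 6 months, and 10 passed the threshold of the methods. The 8 probes unmarked on all 6 arrays had folds from 2.08 for Sos1 to 3.495 for Arrb2. Arrb2 fell from 10.30 ± 0.31 in FA to 8.50 ± 0.11 in DEF mice on the log2 scale (SD, n = 3), a difference of −1.81 with a standard error of 0.18. The differences were −1.34 for Fgfr4 (standard error 0.19), −1.32 for Taok1 (standard error 0.22) and −1.70 for Cacna1h (standard error 0.40). Cacna1h varied more among DEF mice, with an SD of 0.82 against 0.21 among FA mice. Folds of Cacng4 and Mapk8ip1 were 2.98 and 2.64. Mapk10 was measured on 1 unmarked FA spot, at a 5.86-fold lower signal in DEF mice, and the methods' t-test did not call it. Map2k7 was measured on 2 unmarked FA spots and was 1.93-fold lower, under the threshold. With its marked spot kept it was 2.28-fold lower. No gene of the list passed an adjusted p of 0.05 over all probes tested in limma (0 of 11, adjusted p 0.0787 to 0.303), whereas 11 of 11 passed when adjusted over the list alone, Mapk10 with 1 FA array. The paper took this list from the same arrays, so the second count is not independent evidence. Over the alternatives the adjusted p went from 0.0155 to 0.323 for Arrb2, from 0.0494 to 0.375 for Fgfr4 and from 0.0494 to 0.44 for Cacna1g. For the other genes unmarked on all 6 arrays it stayed above 0.05. Sos1 was under the 2-fold threshold without DEF replicate 1, with a difference of −0.89, and without FA replicate 1, with −0.97. After normexp correction Fgfr4, Taok1, Sos1, Mapk8ip1 and Mapk10 were under it as well, with differences of −0.73, −0.69, −0.70, −0.78 and −0.36. Without background subtraction Sos1 was 1.85-fold and Mapk10 1.55-fold lower, also under the 2-fold threshold. Both background settings leave a background in the signal and make differences of dim probes smaller by construction.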

Perhaps a more interesting ontological category is the 11 downregulated genes associated with MAPK signaling pathway, a number of which (*Arrb2, Cacna1g, Fgfr4, Taok1, Cacna1h*) have been implicated in Alzheimer's disease (AD) (49–53). Additionally, two downregulated ontological categories involve ion channel activity, which has also recently been implicated in AD (54).

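The ion channel categories of the paper hold 9 genes with a probe in Supplementary Table 3, of which Cacna1g, Cacng4 and Cacna1h are also MAPK genes. With all spots kept, the 9 probes had lower mean signals in DEF than in FA mice at 6 months. The 7 probes unmarked on all 6 arrays passed the threshold of the methods, with folds from 2.16 to 3.446. The largest of these was Hpn, at 10.48 ± 0.13 on the log2 scale in DEF and 12.26 ± 0.20 in FA mice (SD, n = 3), a difference of −1.785 with a standard error of 0.15. Kctd6 had no unmarked FA spot and was not tested, and with the marked spots kept it was 6.35-fold lower in DEF mice. Adjusted over all probes tested, 0 of the 8 genes tested passed 0.05 in limma, with adjusted p from 0.0595 to 0.430, Vdac2 with 1 FA array. Adjusted over the list alone 7 of the 8 passed, which is not independent evidence, since the list came from these arrays. Over the alternatives the adjusted p over all probes went from 0.00894 to 0.276 for Tomm40 and from 0.0169 to 0.276 for Hpn. It went from 0.0169 to 0.326 for Grid1, from 0.047 to 0.357 for Mcoln1 and from 0.0494 to 0.44 for Cacna1g.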

**Table 1:** Gene ontology of folate-regulated genes.

**Gene set**	**Gene ontology**	**Genes**	***P*-value**	**Enrichment**
Genes downregulated (317 genes)	Regulation of nucleobase-containing compounds	47 Genes	0.0489	1.44
	Transcription from RNA polymerase II promotor	22 Genes	0.0226	1.85
	Intracellular protein kinase cascade	18 Genes	0.00276	2.34
	Detection of stimulus in sensory perception	7 Genes	2.6 × 10^−5^	5.72
	Ion channel activity	9 Genes	0.0397	2.35
	Gated channel activity	8 Genes	0.0202	2.72
	Double stranded DNA binding	5 Genes	0.0312	3.22
	MAPK signaling pathway	11 Genes	0.000968	3.58
Genes upregulated (89 genes)	Heparin binding	3 Genes	2.41 × 10^−6^	10.6

*All genes that were differentially expressed in the deficient condition compared to the FA condition according to microarray analysis (fold change > 2 and P < 0.05) were analyzed with GeneCodis using all of the microarray probes as the background list. Two random lists of genes of the same size as the upregulated and two of the same size as the downregulated experimental lists were also run as controls for false positives in gene ontologies. Annotations are presented in this table if (a) the gene ontology represented a greater number of genes and a lower P-value than those resulting from a corresponding random list and (b) the annotations appeared to be relevant to this study. P-values were calculated by GeneCodis using Chi-square tests*.

### Motif Analysis

Since altered expression implies altered gene regulation, we then examined the promoter sequences of folate-regulated genes in order to determine if any transcription factor binding sites were enriched in a diet-dependent manner. We used the motif discovery tool HOMER to determine significantly enriched motifs associated with differentially regulated transcripts from microarray analysis in the deficient mice compared to the FA mice. To do this we compared promoter sequences (−2000 bp to +500 bp) of the differentially regulated genes searching for both known and *de novo* motifs. HOMER determined 2 significantly enriched motifs (*P* ≤ 0.0001) as *de novo* motifs that match previously identified binding sites for MafB and Zfp410 (Figure 6A). This finding is consistent with experiments demonstrating a potential neuroplasticity role for *Zfp410* in rat hippocampal dendrites (55). We confirmed that *MafB* and *Zfp410* are indeed expressed in the hippocampal transcriptome using our microarray data (Figure 6B).

**Figure 6:**
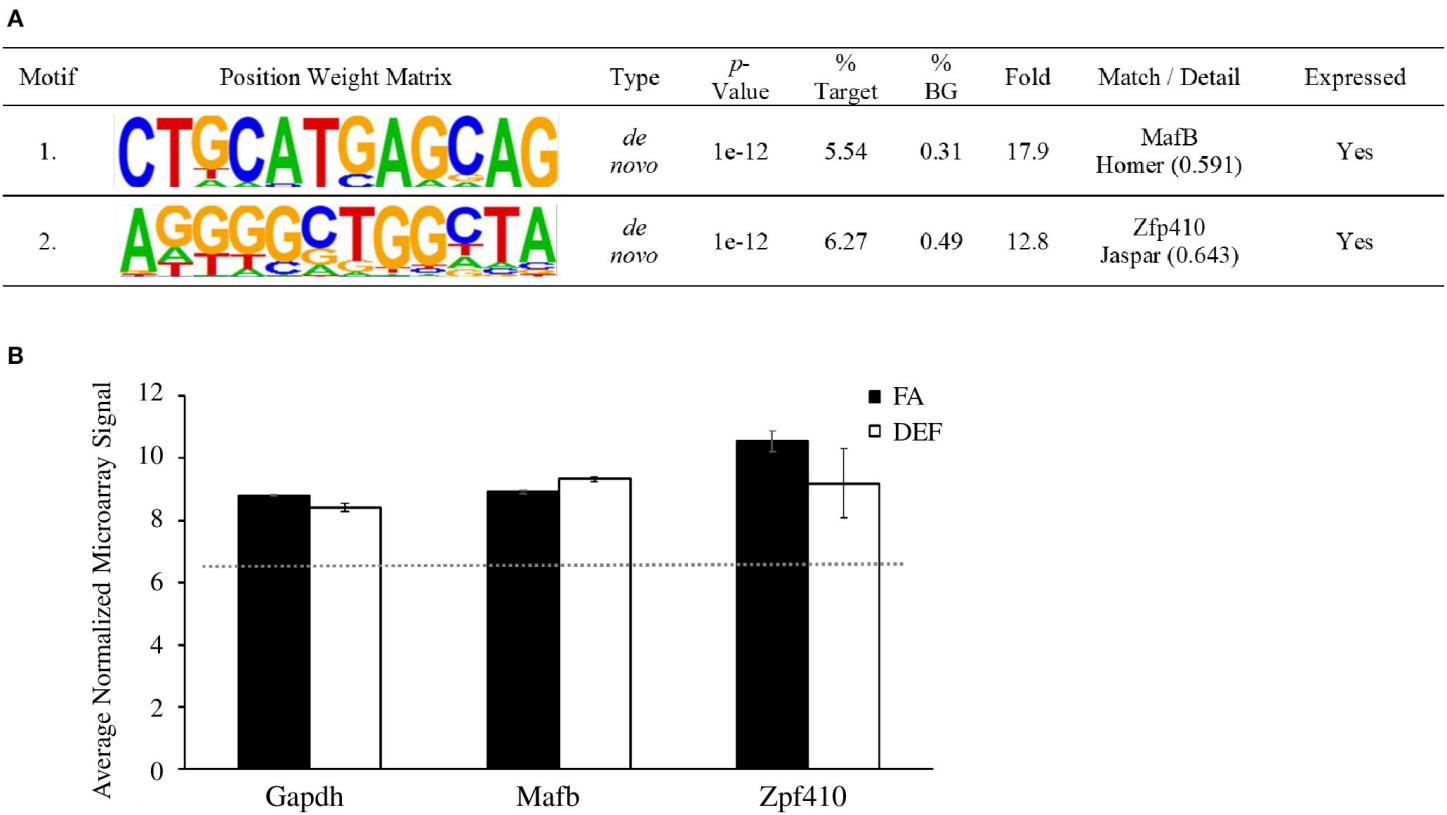
Sequence motifs enriched in folate-regulated genes. **(A)** Differentially expressed RNA was analyzed with HOMER to determine significant transcription factors associated with differentially regulated genes. A target list of 224 sequences was compared to 19,048 background sequences. Transcription factor binding sites were mapped to be −2000 or +500 bp relative to the TSS of differentially expressed microarray genes. This table shows a list of motifs and their respective transcription factor that were enriched in the deficient condition compared to the FA condition and associated with each motif. **(B)** HOMER analysis showed two significantly enriched motifs that match the binding sequence for *Mafb* and *Zfp410*, respectively. The average normalized microarray levels (log2 values) for these genes are shown. *Mafb* and *Gapdh* are represented by one probe each while *Zfp410* (which has three probes on the array) is represented by the probe with the highest expression level. The expression of *Gapdh* is a reference along with the median normalized value of all transcripts on the array (red dotted line). Error bars represent SEM values calculated from the three normalized array values prepared from three independent biological replicates.

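Gapdh was followed through the only probe that could be named for it, which had 20 spots on each array. Other Gapdh probes without a name are not excluded. The log2 signal of the named probe at 6 months was 15.44 ± 0.15 in DEF and 15.50 ± 0.03 in FA mice (SD, n = 3). The difference of −0.06 was smaller than the spread of the DEF arrays (standard error 0.13, adjusted p = 0.867 from limma), and over the alternatives it lay between −0.36 and 0.00. The median signal of all probes past the filter at 6 months was 6.14.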

## Discussion

We demonstrated that chronic post-weaning folate deficiency in mice produced memory deficits observed in early adulthood and in old age. Although the mice received adequate folate during major developmental milestones, this early life folate was not sufficient to protect against detrimental outcomes of late life folate deficiency. Since the hippocampus is largely responsible for memory consolidation, we mapped differences in hippocampal gene expression between FA control and FA deficient mice and found a large number of genes to be differentially expressed in the FA deficient group. We believe that many of these genes may have implications in memory functions (Table 1, Supplementary Table 4).

The MAPK signaling pathway findings from our gene ontology of downregulated genes present an interesting category of potential genes to target for memory-related diseases, especially given that half of our genes in this category are already implicated in AD (Supplementary Table 3) (49–53). Specifically, *Arrb2* polymorphisms are indicated as risk factors for late onset AD; *Taok1* has been shown to actively phosphorylate tau in Alzheimer's brains; folate receptor α, which binds to promotor regions of *Fgfr4*, showed increased expression in AD fibroblasts; *Cacna1g* is downregulated in AD brains; and *Cacna1h* is downregulated in AD human neurons. MAPK signaling in general has been implicated in AD, so the additional genes noted in our ontology list may present novel specific targets for Alzheimer's investigations (56).

Similarly, ion channels have been generally implicated in AD, so our ion-channel ontological category genes may present specific targets for nutrition-related cognitive decline (54). *Mcoln1* (a.k.a. *Trpml*) is implicated in Alzheimer's pathology through dysregulation of autophagy (57). 

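On the arrays of 6 months the Mcoln1 probe (ASMM10P040034) had a log2 signal of 3.68 ± 0.20 in DEF and 4.95 ± 0.21 in FA mice (SD, n = 3), a 2.415-fold lower signal in DEF mice. The difference of −1.27 (standard error 0.17) was larger than the spread within either group, and all 3 DEF values lay under all 3 FA values. Its adjusted p from limma was 0.105, and leaving out single arrays gave differences from −1.39 to −1.17. The probe is dim, and its call was lost under both background settings that leave a background in the signal. The difference was −0.59 without background subtraction and −0.31 after normexp correction with an offset of 50, both under the 2-fold threshold. Such settings make differences of dim probes smaller by construction, so they cannot decide whether the call holds.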

*Trpml* was shown to be downregulated in a mouse model of AD (58) and downregulated in our folate deficient/cognitively impaired mice (2.4-fold down, *P* = 0.001; Supplementary Table 3). Additionally, a growing body of evidence has implicated *Tomm40* polymorphisms as predictors of late onset AD (59–61) The extended regulatory region of TOMM40 in humans, which includes APOE and APOC2, has recently been reported to be hypomethylated in AD subjects correlated with its increased expression in AD (62). We have demonstrated that folate-deficient mice which exhibit cognitive impairment also have an increase in *Tomm40* expression further implicating this gene. 

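Figure 4C draws Tomm40 among the genes upregulated by qPCR in deficient mice, and the qPCR was not analysed here. On the arrays the Tomm40 probe (ASMM10P053024) had a lower signal in DEF mice, at 7.16 ± 0.23 on the log2 scale against 8.90 ± 0.07 in FA mice at 6 months (SD, n = 3). All 3 DEF arrays lay under all 3 FA arrays. The difference of −1.74 (standard error 0.15, adjusted p = 0.0595 from limma) corresponds to a 3.34-fold lower signal. It kept its sign and its call under 22 of 22 alternatives, where it ranged from −1.86 to −1.51.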

*Grid1* expression in human females is positively correlated with protection from AD risk (63). Our study with cognitively impaired female mice demonstrated a downregulation of Grid1 (2.9-fold down, *P* < 0.001; Supplementary Table 3) which also suggests the positive correlation of *Grid1* expression and cognitive health. It is interesting to note that this previous study also demonstrated *Grid1* expression was associated with AD risk in male mice. 

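The Grid1 probe (ASMM10P011765) had a log2 signal of 10.01 ± 0.19 in DEF and 11.57 ± 0.19 in FA mice at 6 months (SD, n = 3). It was 2.94-fold lower in DEF mice, with a difference of −1.555 and a standard error of 0.16. The DEF and FA arrays did not overlap, and the adjusted p from limma was 0.0787 over all probes tested (0.0169 to 0.326 over the alternatives). With single arrays left out the difference lay between −1.66 and −1.45.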

Although our study did not include male mice, future investigation would be warranted to determine if folate deficiency was associated with an opposite transcriptional response (i.e., upregulation of *Grid1*) in those animals. 

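The Vdac2 probe (ASMM10P011602) was marked as an outlier on 2 of the 3 FA arrays of 6 months. Its log2 signal was 7.48 ± 0.36 on the 3 DEF arrays (SD, n = 3) and 8.19 on the 1 FA array with an unmarked spot. The difference of −0.71 (standard error 0.33, adjusted p = 0.430 from limma) corresponds to a 1.64-fold lower signal in DEF mice and did not pass the 2-fold threshold. With the marked spots kept, a setting chosen after the data were seen, the FA mean was 8.69 ± 0.56 (SD, n = 3), the difference −1.21 and the fold 2.316. The authors' deposited log2 values, in which these spots are kept, also gave −1.21.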

Our data also indicates that *Vdac2* expression is positively correlated with cognitive health as it is downregulated in the folate-deficient mice (2.3-fold down; *P* = 0.035; Supplementary Table 3) which is consistent with lower Vdac2 protein levels in the brains of AD patients (64) yet were shown to be elevated in the brains of an AD mouse model (65, 66). Regarding *Vdac2*, we are unable to resolve this contradiction between these two models although our results using folate restriction in a non-transgenic mouse may more accurately model the genetic changes occurring in cognitive decline in humans.

Further, altered sensory perception is associated with AD (67, 68). Specifically, olfaction deficits have long been associated with AD (69, 70) and even used in some cases as a diagnostic factor (71). Additionally, expression of a number of olfactory receptors is altered in the cortex and hippocampus of AD mice, and olfactory receptors are found near amyloid plaques (72). Genome wide association studies have implicated *Col11a1* in AD, as this gene was downregulated in the hippocampus of Alzheimer's patients (58). Thus, our data is consistent with prior studies linking gene regulation differences with cognitive decline.

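From lower expression of genes such as Arrb2, Mcoln1, Grid1, Vdac2 and Col11a1 in DEF mice, whose object memory was impaired, and from earlier reports that tie these genes to Alzheimer's disease or cognition, the paper reasons that its data fit a link between gene regulation and cognitive decline.

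The Col11a1 probe had a log2 signal of 4.37 ± 0.39 in DEF and 6.18 ± 0.30 in FA mice at 6 months (SD, n = 3), a difference of −1.80 (standard error 0.25, adjusted p = 0.1095 from limma). The 7 genes that the paper lists under sensory perception (Col11a1, Olfr961, Olfr960, Olfr1466, Olfr314, Arrb2 and Hpn) were unmarked on all 6 arrays, lower in DEF mice and past the threshold of the methods. Their folds ranged from 2.07 for Olfr314 to 9.35 for Olfr961. Olfr961 had 1.87 ± 1.43 in DEF and 5.10 ± 0.55 in FA mice and was well above background on 1 of the 3 DEF arrays. Folds of Olfr960 and Olfr1466 were 3.64 and 2.70. None of the 7 passed an adjusted p of 0.05 over all probes tested in limma (0 of 7, adjusted p 0.0595 to 0.261), and 7 of 7 passed when adjusted over the list alone, which was drawn from these arrays and is not independent evidence. Over the alternatives the adjusted p over all probes went from 0.0155 to 0.323 for Arrb2 and from 0.0169 to 0.276 for Hpn. It went from 0.047 to 0.357 for Col11a1 and from 0.047 to 0.404 for Olfr1466, and stayed above 0.05 for the others. The calls of Col11a1 and the 4 olfactory receptor genes were lost under both settings that leave a background in the signal. Such settings make differences of dim probes smaller by construction, so they cannot decide whether these calls hold. After normexp correction their differences were −0.475 for Col11a1, −0.475 for Olfr961, −0.41 for Olfr960, −0.60 for Olfr1466 and −0.28 for Olfr314, under the 2-fold threshold. Olfr314 was also under it without background subtraction (−0.55), without DEF replicate 1 (−0.72), without FA replicate 1 and with limma array weights (−0.98), and the other 4 were without background subtraction. The fold of Olfr961 was 16.4 without DEF replicate 2.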

Knowing that folate is relevant in regulating nucleotide synthesis and methylation patterns in all tissue throughout the body, we compared expression of a subset of our significant hippocampal genes to expression in two other body tissues: heart and liver. None of the genes we tested were significantly different in the heart and only one was differentially expressed in the liver, demonstrating tissue-specific effects of folate deficiency. Further, the one gene (*Pacrgl*) that was differential expressed in the liver showed an opposing expression pattern between the two tissues, being downregulated in the deficient hippocampus and upregulated in the deficient liver. This is consistent with short-term folate deficiency studies that demonstrate opposite outcomes of folate deficiency in the liver vs. the hippocampus (46, 47, 73). This opposing expression pattern together with a large lack of long-term studies examining gene-specific outcomes of folate deficiency, indicate the need for future studies investigating the effects of chronic folate deficiency on other tissues. This is particularly true for both the liver due to its central role in folate metabolism and the heart due to the documented association between folate deficiency and cardiovascular disease (74, 75). Additionally, our tissue-specific findings demonstrate the likelihood that many of the genes we found to be statistically significant in the folate deficient hippocampus are likely associated with our observed cognitive outcomes and may serve as targets for treatment and prevention of memory-related diseases such as Alzheimer's and dementia.

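At 6 months the arrays had 3.29 probes called lower in DEF mice for each probe called higher, so that 76.7% of the called probes were lower. Lower probes outnumbered higher ones under every alternative run at that age, with shares of lower probes from 64.9% without FA replicate 2 to 94.2% after normexp background correction. The share was 78.8% with scaling to the 75th percentile, 75.8% with cyclic loess and 84.3% among probes well above background on all 6 arrays.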

All of our ontological categories containing genes with known cognitive implications represent genes downregulated in the folate deficient condition; indeed, we found that of all of our differentially expressed genes, over three times more genes were downregulated than upregulated. This may initially seem counterintuitive since folate is an important methyl donor, and decreased DNA methylation often leads to increased gene expression (6, 7). Indeed, this inverse relationship between methylation and expression has been shown to hold true in a folate-deficient liver, with overall global hypomethylation observed in mice on folate deficient diets (46). However, while global hypomethylation is often an outcome of folate deficiency, site-specific hypermethylation also occurs (73). Further, folate deficiency may result in different outcomes in different tissue types; the rat liver and brain have been shown to react to folate deficiency in opposing manners with brains exhibiting global hypermethylation while livers exhibit global hypomethylation in response to folate deficiency (26).

Our bioinformatics analysis of differentially expressed genes implicates factors that may influence the gene expression changes due to folate deficiency. We observed enriched motifs of binding sites for two proteins, MafB and Zfp410 (Figure 6). Although expression levels of these two genes are not significantly different between dietary conditions by microarray analysis, they may play in important role in regulating a number of genes whose expression was observed to be significant in the FA deficient condition. Perhaps folate's role in altering the hippocampal expression landscape can be partially explained by post-translational modification of MafB and Zfp410 or by altered methylation status in their binding regions. This is consistent not only with folate's pivotal role in DNA methylation, but also with the implications of folate deficiency on post-translational modification of various proteins including histones, septins regulating neural tube closure, and endothelial nitric oxide synthase in cardiovascular disease (76–78).

It is important to note that although these genes changed expression in response to inadequate folate intake, the exact mechanisms by which these genes changed were not determined in this study. Furthermore, observed gene expression differences at 6 months that correlate with early cognitive deficits may not persist at later time points (18 months). It is tempting to assume that since folate plays a major role in DNA methylation, which in turns plays a major role in gene expression, the genes may exhibit altered expression patterns due to altered methylation status. However, methylation status was not determined in this study, nor were levels of folate or SAM in the blood and hippocampus; therefore, we cannot rule out alternative mechanisms leading to the observed behavioral deficits and associated alterations in gene expression. Moreover, thus study used female pups due to housing constraints. 

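At 18 months 30220 probes were tested on the 3 DEF and 3 FA arrays of that age. Limma called 651 probes lower and 96 higher in DEF mice at the threshold of the methods, and 201 had an adjusted p under 0.05, 189 of them lower. The methods' t-test called 524 lower and 57 higher and 0 after adjustment. Without DEF replicate 2 or DEF replicate 3, limma left 0 probes at an adjusted p under 0.05, with 3172 and 4220 at an unadjusted p under 0.05. A fit over all 12 arrays with the slide as a block was added after these counts had been seen. It called 456 probes lower and 426 higher, and 99 of the 747 called probes were still called. It cannot separate slide from diet, since it takes the slide from DEF replicate 3 of 6 months alone.

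Of the 609 probes called at 6 months, 544 (89.3%) had a difference of the same sign at 18 months, in different mice with their own controls. This held for 440 of the 467 lower and 104 of the 142 higher probes, and the differences at both ages had a correlation of 0.669 across these probes. Among probes not called at 6 months 60.1% had the same sign. In 10000 random lists matched on signal the share had a median of 59.3% and a maximum of 66.7%. Since all DEF arrays of 18 months were on slide 2 and DEF replicate 3 of 6 months was too, the comparison was repeated with probes called within slide 1 at 6 months, of which 697 of 915 (76.2%) had the same sign, against a median of 54.1% and a maximum of 60.5% in matched lists. The lower and higher probes were then set against lists matched on signal and on the sign at 6 months. Within slide 1 the share was 83.6% for lower probes (546 of 653; at most 52.8% in 10000 lists) and 57.6% for higher probes (151 of 262; median 61.5% in the lists). For the list over both slides it was 94.2% for lower probes, with at most 60.2% in the lists, and 73.2% for higher probes, which 131 of the 10000 lists reached. The probes of Grk4, Pacrgl and Gsta1 had differences of −1.64, −2.19 and 1.00 at 18 months, with adjusted p of 0.0256, 0.0452 and 0.0485. Under the alternatives, the adjusted p went from 0.00382 to 0.516 for Grk4, from 0.00587 to 0.672 for Pacrgl and from 0.0271 to 0.489 for Gsta1. Mcoln1, Tomm40, Grid1 and Vdac2 had differences of −0.74, −1.08, −1.08 and −0.66, and Sos1 one of 0.16. Their adjusted p from limma was 0.4455, 0.219, 0.322, 0.306 and 0.811. With single arrays left out the difference of Mcoln1 lay between −1.15 and −0.28.

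A difference in the effect of the diet between the ages was tested as an interaction over 31095 probes. Limma found 0 probes at an adjusted p under 0.05 and 2222 at an unadjusted p under 0.05, and the smallest adjusted p was 0.691. No other tool was run for the interaction.

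**Figure D2:**
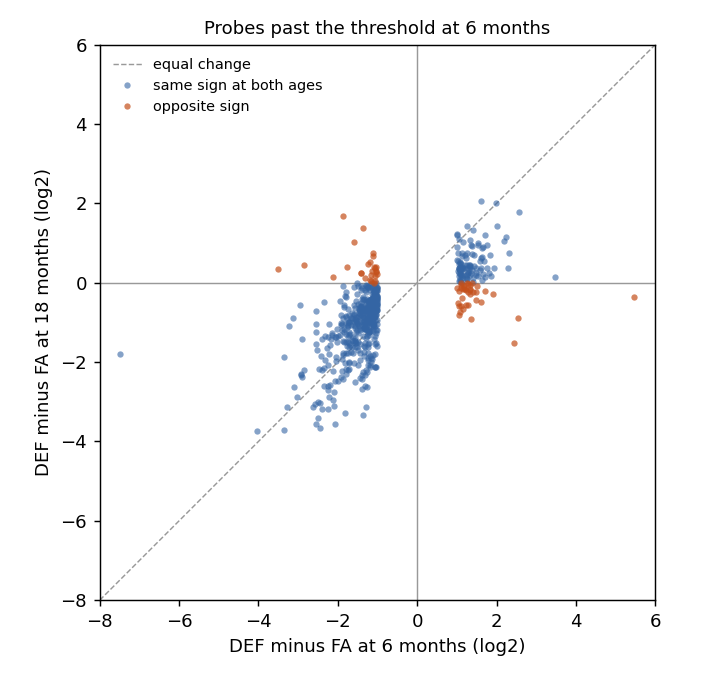
Difference between DEF and FA mice on the log2 scale at 6 months (horizontal) and at 18 months (vertical) for the 609 probes called at 6 months, 1 point per probe. Points of the same sign at both ages are blue, 544 in number, points of opposite sign are orange, and the dashed line marks equal change at both ages.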

Additional studies using male mice would need to be conducted to evaluate the potential of sex bias in our data. Taken together, data presented here emphasizes the importance of folate supplementation for the prevention of cognitive decline in adolescence and early adulthood. This is of particular importance to at risk categories such as malnutrition, substance abuse, and alcoholism.

In summary, we showed that folate deficiency beginning post-weaning and persisting through late adulthood induced memory deficits which can be linked to expression changes in over 400 genes, most of which were downregulated in the FA deficient condition. While many of these genes are expectedly related to regulation of nucleotide-related functions, a significant number are also associated with MAPK signaling and ion channel activity. Further, binding sites for two proteins MafB and Zfp410 were enriched in the FA deficient condition, perhaps representing regulatory pathways altered by folate deficiency. These genes and motifs may present novel targets for treatment of memory-related diseases such as AD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE148126.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee (IACUC) at Liberty University.

## Author Contributions

GI: project conception, development of overall research plan, study oversight, and final decision for publication. AL: extraction of liver and heart RNA, microarray analysis, qPCR confirmations and comparisons, and paper writing. CRS, CGS, and CM: animal care, data collection for behavioral tests, extraction of hippocampal RNA, and production of hippocampal cDNA for microarray. JB and MP: bioinformatics. BU and FX: gene ontology. All authors have reviewed and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

5MTHF: 5-methyltetrahydrofolate
AD: Alzheimer's disease
DNMTs: DNA methyltransferases
FA: folic acid
HOMER: Hypergeometric Optimization of Motif EnRichment
qPCR: quantitative PCR
SAM: S-adenosylmethionine.

# Supplementary material for: Folate-Dependent Cognitive Impairment Associated With Specific Gene Networks in the Adult Mouse Hippocampus
**Source:** Front Nutr. 2020 Nov 12;7:574730. doi: 10.3389/fnut.2020.574730
**Supplement:** Supplementary file 1

**Supporting Information**

**Supplemental Figure 1. Determining daily water consumption.** In order to determine the daily water consumption per mouse per day, water bottles were filled and weighed before placing them in the cage. The average daily water consumption per mouse per day for all 12 cages (black bars) was calculated to be 5.6 + 0.4 mL (SEM) as shown by the grey dotted line.

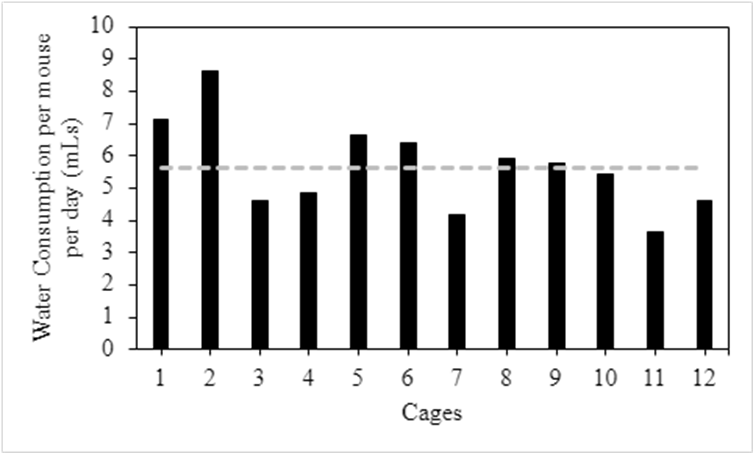

**Supplemental Figure 2. Expression of hippocampus-regulated genes in other tissues.**

Each of the genes confirmed to be differentially expressed in hippocampus were also tested in liver tissue of the same mice to determine if differential expression was systemic or tissue specific. (A) Of the 16 genes tested, only one was found to be differentially expressed in the liver (P = 0.04), and (B) none were differentially expressed in the heart. Cacna1g was omitted from the liver graph as the gene was not expressed in the liver. Error bars represent SEM values calculated from the 3-fold values prepared from three independent biological replicates.

**A**

**

**

**B**

**

**

**Supplemental Table 1. Envigo Teklad Custom folate, B_6_, and B_12_ dietary chow**. A custom dietary chow deficient in folate, B_6_, and B_12_ was obtained from Envigo Teklad Diets (Madison, WI). Methionine levels in the diet were normal. Components of the diet are listed in the table. This chowed contained the following composition by percent weight: protein 17.9%, carbohydrate 61.8%, and fat 7.0%.

| Formula | g/Kg |
| --- | --- |
| Casein, Vitamin-Free” Test | 195.0 |
| DL-methionine | 3.0 |
| Sucrose | 340.267 |
| Corn Starch | 300.0 |
| Soybean Oil | 70.0 |
| Cellulose | 40.0 |
| Mineral Mix, AIN-93G-MX (94046) | 35.0 |
| Calcium Phosphate, dibasic | 4.0 |
| TBHQ, antioxidant | 0.014 |
| Choline Bitartrate | 2.5 |
| Niacin | 0.03 |
| Calcium Pantothenate | 0.016 |
| Thiamin (81%) | 0.006 |
| Riboflavin | 0.006 |
| Biotin | 0.0002 |
| Vitamin E, DL-alpha tocopheryl acetate (500 IU/g) | 0.15 |
| Vitamin A Palmitate (500,000 IU/g) | 0.008 |
| Vitamin D_3_, choleclciferol (500,000 IU/g) | 0.002 |
| Vitamin K_1_, phylloquinone | 0.0008 |
| Succinylsulfathiazole | 10.0 |

**Supplemental Table 2. qPCR primers for gene expression.** UCSC genome browser was used to BLAST array probes and align primers over probe regions to ensure primers amplified the same transcripts as the probes. Primer3 was then used to design primers around the probe region using the following parameters where possible: GC clamps, Tm 60+2, and GC content 50+10%.

| **Gene name** | **Forward primer** | **Reverse Primer** |
| --- | --- | --- |
| Pgs1 | CTCCTGGACTTCACCAGAGG | CACCACTCAGGATGACGTTG |
| Cyp2c29 | GCATGGGTATGAAGCAGTGA | TTTTTCAGCCATTGGAAAGC |
| Izumo3 | CCTTTCATGGGGTCAGAGG | TACCAGGTTTCCCAACAAGG |
| 1700030k09Rik | GGGGACACAGTCTCCATCAC | TTGATGCATCCCATCTTTGA |
| Gtf2ird1 | TACACGCCTGGGATCCTAAC | ACACCCCAAAAACCAACAAC |
| Pacrgl | TCTGAGGGAGACCAAGCATC | AGTGCGCTCAGTCCTCTTTC |
| Lrrc34 | TTGCACTTTCCCAGTCAATG | CGTCCACCATATACGGTTCC |
| Cacna1g | TCTGCTGTGCCTTCTTCATCAT | TCAGCACAGTCGGACTTGTTAG |
| Grk4 | TGAAGCAGAATTCTCCCTCTCA | GGCTGGCATTTGTGTTCTCTTA |
| Gsta1 | CCCCAATGTGAAGAAGTTCC | TTGAAAGCCTTCCTTGCTTC |
| Rasgrp1 | CTTCGAAGCCACCAGTTGTAG | ATCCTTTGGACGTGTTTGCT |
| Map2 | ATGAAGGAAAGGCACCACAC | CCTGGTCCTTCATCTCTGGA |
| B9d1 | ATCACCGGGCAGGTAGAGA | CAGTCCTGGCCATACACAAA |
| Tomm40 | GCCAGTGAGAGCCGAGTC | CAGTGCTTGACCCAGTGC |
| Ak198376 | GGTCTCTTGCCTTGAGATGG | CCCCTGCCTACTCTCTTCAA |
| Rpl7l1 | GGGGCCTATGGAGAAGTAGC | TTAACCACTGAGCCCACCTT |

**Supplemental Table 3. List of all differentially regulated genes associated with folate deficiency.** Microarray analysis determined a total of 363 genes were downregulated and 101 genes were upregulated (P < 0.05 and fold change > 2) in response to 4 mo of post-weaning folate deficiency. Genes whose differential regulation was confirmed by qPCR analysis are noted in bold with stars.

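Supplementary Table 3 lists 1 entry per annotated transcript, and some probes have several entries. The copy used here held 363 entries down and 100 up, 1 fewer than the paper counts, which name 408 probes, 320 down and 88 up. The authors' deposited table of log2 values covers only probes well above background on at least 3 of the 12 arrays. The methods' t-test on these values gave the direction in Supplementary Table 3 for 408 of the 408 probes, with log2 folds that differed by at most 3.5e-08 and p values that differed by at most 5e-06. Over all probes of that table it called 320 lower and 89 higher. The values in the table are therefore differences between means of 3 DEF and 3 FA arrays of 6 months after quantile normalization over the 12 arrays, with the outlier-marked spots kept and low values held at a common floor.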

**Supplemental Table 4. Gene ontology with all genes listed.** All genes that were differentially expressed in the deficient condition compared to the folic acid condition according to microarray analysis (fold change > 2 and P<0.05) were analyzed with GeneCodis using all of the microarray probes as the background list. Two random lists of genes of the same size as the upregulated and two of the same size as the downregulated experimental lists were also run as controls for false positives in gene ontologies. Annotations are presented in this table if (a) the experimental annotation showed a greater number of genes or a better p-value than the random lists and (b) the annotations appeared to be relevant to this study. P-values were calculated by GeneCodis using Chi-square tests. Asterisks represent genes in the MAPK category with known implications in Alzheimer’s disease.

| Gene Set | Gene Ontology | Genes |
| --- | --- | --- |
| Genes Downregulated (317 genes) | Regulation of Nucleobase-Containing Compound | Kat5, Ankrd27, Zfp523, Ferd3l, Arrb2, Fgfr4, Prr5, Pth1r, Tnnt2, Cbfa2t3, Dmrta2, Foxp4, Npr1, Lhx6, Foxn1, Mllt10, Bcl3, Pogk, Hpn, Sp3, Pou6f1, Rbfox2, Homez, Gtf2ird1, Zfp462, Zfp467, Hmga1, Taf9, Bptf, Ctnnbip1, Rbpj, Sfrp5, Meg3, Dock7, Snrnp70, Klf1, Msx3, Npb, Hdac10, Ablim1, Cggbp1, Psmc3ip, Id3, Zfp592, Vegfa, Mapk8ip1, Tesc |
|  | Transcription from RNA Polymerase II Promoter | Kat5, Arrb2, Cbfa2t3, Foxp4, Foxn1, Polr2i, Mllt10, Bcl3, Sp3, Zfp462, Hmga1, Taf9, Bptf, Ctnnbip1, Rbpj, Sfrp5, Msx3, Hdac10, Ablim1, Psmc3ip, Id3, Vegfa |
|  | Intracellular Protein Kinase Cascade | Nrbp1, Arrb2, Fgfr4, Map2k7, Bcl3, Itpkb, Mapk10, Madd, Tlr7, Sfrp5, Gpx1, Csf1r, Ccl19, Cdc42ep5, Socs3, Taok1, Vegfa, Mapk8ip1 |
|  | Detection of Stimulus in Sensory Perception | Col11a1*, Arrb2*, Olfr961, Olfr960, Hpn, Olfr1466, Olfr314 |
|  | Ion Channel Activity | Mcoln1*, Cacna1g*, Tomm40*, Grid1*, Kctd6, Hpn, Vdac2*, Cacng4, Cacna1h |
|  | Gated Channel Activity | Cacna1g, Tomm40, Grid1, Kctd6, Hpn, Vdac2, Cacng4, Cacna1h |
|  | Double Stranded DNA Binding | Sp3, Foxp4, Aim2, Foxn1, Cggbp1 |
|  | MAPK Signaling Pathway | Arrb2*, Cacna1g*, Fgfr4*, Mapk10, Sos1, Map2k7, Taok1*, Mapk8ip1, Cacng4, Rasgrp1, Cacna1h* |
| Genes Upregulated (89 Genes) | Heparin Binding | Lamc2, Fgf14, Vegfa |

How the deposited data were processed for this re-analysis (not part of the article)

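Gene expression was measured in the hippocampus of female CD-1 mice with 12 arrays of the 1-color Arraystar Mouse LncRNA V3.0 design. There were 3 DEF and 3 FA arrays at 6 months and 3 of each at 18 months. Each array was counted as 1 mouse, which the paper does not state. Conditions and replicate numbers were taken from the sample labels and the methods. The labels give 4 months where the paper gives 6 months and another FA dose, and the values of the paper were used.

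The authors deposited the scanner output of every array, made with Agilent Feature Extraction 11.0.1.1, as spot intensities on a linear scale. Within each array the software had subtracted the background, corrected trends across the array and given dim spots a small positive value, and nothing had been normalized between arrays. It also gave 1 mark per spot for signal well above background, for signal significantly above background, for saturation and for outliers. No spot was saturated (0 on every array). The authors also deposited a table of log2 values for 32047 probes, processed in GeneSpring as the methods state. Set against the scanner values of the same array, each column had a correlation of at least 0.9987 with the log2 processed signal. Above a log2 value of 4 it lay within 0.0313 of quantile normalization over the 12 arrays. The table holds only probes well above background on at least 3 of the 12 arrays, a condition that 32120 probes meet. Its lowest value was 2.32. All value columns were matched to a sample, and the number of columns left out was 0.

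From the deposited intensities, control spots and the 300 spots of 15 negative control probes were left out, as were outlier-marked spots (16 to 162 per array). The log2 values of the 20 spots of a repeated probe were averaged, and the values were quantile normalized over the 12 arrays. Probes well above background on at least 3 of the 6 arrays compared were tested, and for the interaction on at least 3 of the 6 arrays of either age. Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), for DEF minus FA at each age, for 18 minus 6 months in FA mice and for the difference between the ages in the effect of the diet. Each comparison of 2 groups was fitted on its own 6 arrays, and the interaction on all 12. Counts are given at the threshold of the methods, an unadjusted p of at most 0.05 with a fold change of at least 2, and at a Benjamini-Hochberg adjusted p under 0.05. Where a probe was not well above background on any array of a group, its fold is a lower bound. Every p for 3 arrays against 3 is from limma, except where an exact permutation test is named. Single-array correlations are Pearson correlations across probes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

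The genes named are those that the paper names in its results or discussion, plots as array values or lists under MAPK signaling, ion channels or sensory perception, each through its probe in Supplementary Table 3. For both ages they also include the 3 largest falls and the 3 largest rises among called probes that were well above background on all 6 arrays and without overlap between the diets. The names of probes came from Supplementary Table 3 or, for 15 repeated probes, from a table that pairs RefSeq accessions with symbols, in which all 15 matched. Supplementary Table 3 was used for names and single values and not for a set test, because the copy held 463 entries and the paper counts 464.

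The tests were run on simulated data with 200 changed probes first. At 6 months, over 30228 probes, limma recovered 98.5% of them at the threshold of the methods with 100% of the signs right, and 5.13% of the unchanged probes had an unadjusted p under 0.05. For the interaction, over 30869 probes, 97% were recovered.

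Alternatives were run for the normalization (scaling to the 75th percentile, cyclic loess, quantile over the 6 arrays compared), the background (normexp with an offset of 50, no subtraction), the filter on dim probes, the source of the values, the test, the arrays in the fit, the replicate number and the slide as blocks, array weights, the fold threshold (1.5) and each replicate left out. The files give the median but not the mean brightness of a spot, so the median was used for both background settings. The number of splits of 6 arrays into 3 and 3 is 10. The qPCR, the behavioral tests, the gene ontology and the motif search were not analysed here. Probes of Lrrc34 and Zfp410, and most genes of the marker lists for folate metabolism, DNA methylation, cell types and related sets (14 lists, with 0 to 2 named genes each), were not analysed here. 1 item is not reported here.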

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

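The counts over other splits of the 18-month arrays and the tests of the slide were chosen only after the counts at 18 months had been seen.

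The paper analysed the arrays of 6 months and did not report on those of 18 months. At 18 months, 651 probes were called lower and 96 higher in DEF than in FA mice at the threshold of the methods, and 201 probes had an adjusted p under 0.05 in limma. The methods' t-test gave 524, 57 and 0. The 201 depend on each of the 6 arrays, since limma left 26 without DEF replicate 1, 0 without DEF replicate 2 and 0 without DEF replicate 3. Without FA replicates 1, 2 and 3 it left 79, 5 and 30. Without FA replicate 1 the count of higher probes rose to 180, and without DEF replicate 1 it rose to 152.

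Of the 10 ways to split the 6 arrays into 3 and 3, only the split by diet gave as many lower probes (1 of 10) and as many probes at an adjusted p under 0.05 (1 of 10). For the higher probes, compared with the smaller direction of each split, 2 of 10 did, the other being DEF replicates 2 and 3 with FA replicate 2 against the rest, with 310 and 145. Since 10 splits never give a share under 0.1, chance can not be excluded from these counts.

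The tables argue against fewer detected probes on the DEF arrays as the whole cause, since the median number of probes well above background was 30250 on the DEF and 29289 on the FA arrays of that age, and probes well above background on every array compared still gave 422 lower and 18 higher. A difference between the slides cannot be told apart from the diet at 18 months, because all DEF arrays were on slide 2 and all FA arrays on slide 1. The only other array on slide 2 was DEF replicate 3 of 6 months. Over 25449 probes, its deviation from the DEF arrays on slide 1 had a correlation of 0.361 with the difference at 18 months, across probes, which are not independent. For DEF replicates 1 and 2 of 6 months, both on slide 1, this correlation was −0.174 and −0.3. The 0.361 rests on 1 array, so a deviation of that array for another reason than the slide is not excluded. When the slide was a block in a fit over all 12 arrays, 456 probes were lower and 426 higher at 18 months and 3 had an adjusted p under 0.05 in limma. Of the 747 called probes, 99 were still called and 537 kept their sign. That fit takes the slide from 1 mouse on slide 2 against 2 on slide 1, so that this mouse's own expression may enter as a slide effect. An effect of the diet at 18 months remains open beside the slide. For probes called within slide 1 at 6 months, 76.2% had the same sign at 18 months, a share above matched lists for the lower probes only. A slide that acts on the same probes is not excluded by that share, and the lists treat probes as independent.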

How the results depend on the processing

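The processing alternatives were chosen before the data were examined, with these exceptions, which were chosen after seeing them: outlier-marked spots kept, all probes of the series matrix with the methods' t-test, the slide block in a fit over 12 arrays at 18 months, the list made with slide as a block, and, for the correlation, series matrix values and single arrays left out. Where no cause is named below, the cause was not tested.

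At 6 months the count of 467 lower probes stayed within 1.5 times under 18 of 23 alternatives, the count of 142 higher probes under 11 of 23 and the count of 1 probe at an adjusted p under 0.05 under 8 of 22. At 18 months this held for the 651 lower probes under 17 of 23, for the 96 higher probes under 12 of 23 and for the 201 adjusted ones under 6 of 22. All 609 probes called at 6 months that had a value kept their sign under each alternative run. The counts below are probes lower, higher and at an adjusted p under 0.05, and those not given stayed within 1.5 times.

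Normexp background correction gave 196, 12 and 90 at 6 months and 270, 4 and 309 at 18 months. With no background subtraction these were 282, 32 and 89, and 354, 12 and 349. Both settings leave a background in the signal, which makes the differences of dim probes smaller. No filter on dim probes gave 359 higher and 10 adjusted at 6 months, 995, 419 and 0 at 18 months (limma, with 6395 at an unadjusted p under 0.05) and 2 adjusted for the interaction, with 60877 probes tested at 6 months in place of 30435. Well above background on every array compared gave 61 higher and 38 adjusted at 6 months, and 422 lower and 18 higher at 18 months, over 26366 and 26378 probes. The positive and significant filter gave 788 and 404 at 6 months and 1041, 472 and 4 at 18 months. The methods' t-test gave 290, 76 and 0 at 6 months (3849 at an unadjusted p under 0.05, where limma had 4183), and 57 higher and 0 adjusted at 18 months (4166, where limma had 4339). Series matrix values gave 302 adjusted at 18 months. All probes of the series matrix with the methods' t-test gave 89 higher and 0 adjusted at 6 months (4157 unadjusted), and 51 and 1 at 18 months. One fit over all 12 arrays gave 0 adjusted at 6 months in limma (4893 unadjusted) and 72 at 18 months. A fold threshold of 1.5 gave 1364 and 635 at 6 months and 1422 and 519 at 18 months. Limma array weights gave 289 higher and 135 adjusted at 6 months.

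Slide as a block gave 262 higher and 0 adjusted at 6 months in limma (6712 unadjusted) and 1 adjusted for the interaction. At 6 months it equals leaving out DEF replicate 3, the only array on slide 2. With the slide as a block in the fit over 12 arrays, 18 months had 426 higher and 3 adjusted probes. Of the named probes past the threshold in either setting, 6 reversed there, to 0.11 for Cacna1h, 0.24 for Kctd6, 0.56 for Mapk10, 0.25 for Pgs1, 0.80 for ASMM10P030147 and −0.043 for ASMM10P012903. Among named probes under the threshold in both, Olfr961 changed sign too (0.52), as did Gapdh and Sos1, with differences near 0. Of all values of named probes, 764 of 819 at 6 months and 774 of 890 at 18 months kept their side of the threshold.

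Leaving out single arrays at 6 months gave 378 to 653 lower and 122 to 313 higher probes, with 262 higher without DEF replicate 3 and 313 without FA replicate 2, and 0 to 3 adjusted. At 18 months it gave 543 to 920 lower, 84 to 180 higher and 0 to 79 adjusted. The age effect in FA mice (0 adjusted in limma, 2941 unadjusted, 0 by the methods' t-test) went from 0 to 1, without FA replicate 2 of 18 months. The interaction (0 adjusted) went from 0 to 4, with 4 without DEF replicate 3 of 6 months and 1 without DEF replicate 2 of 18 months.

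With the replicate number as a block (replicate block), limma called 556 lower, 187 higher and 1 adjusted at 6 months and 694, 120 and 83 at 18 months. Arrays with the same number deviated from their group means with correlations of −0.018, 0.3 and 0.15 at 6 months and 0.21, 0.21 and −0.077 at 18 months. No permutation was run on these values, so they do not decide whether such arrays share more than a number. Arrays with the same number did share the class of on and off probes more often, as given below.

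The correlation between group means of 0.9897 lay between 0.9845 (Spearman) and 0.9925 over 11 alternatives, and the share of probes with the same sign at 18 months between 76.2% and 94.3% over 12. With probes counted once, a count per transcript was not run, nor were tests of the 14 gene lists, whose genes had 0 to 2 named probes, nor Zfp410. The slide within the 18-month arrays can not be a block, since each group lies on its own slide, and the age comparison lies on slide 1 alone. Of the higher probes at 6 months, 40.1% were well above background on all 6 arrays.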

Differences from the paper's values

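The highest correlation between a pair of DEF arrays at 6 months was 0.9844, and the paper's value is 0.99. Among the alternatives set before the data were examined, no filter on dim probes (0.9834), Spearman's correlation (0.9787) and scaling to the 75th percentile (0.9846) leave the difference. With series matrix values, a setting chosen for this measure after seeing the values, it was 0.9864, which rounds to the paper's value.

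Olfr961 was 9.35-fold lower in DEF mice, and the paper's value in Supplementary Table 3 is 5.17-fold. Of the alternatives set before the data were examined, the fold came within 1.5 times of the paper's value, the limit used here, with series matrix values (5.17), with slide as a block (6.445), with limma array weights (5.11), without DEF replicate 1 (7.71), without DEF replicate 3 (6.445) and without FA replicate 1 (7.55). It lay further off with scaling to the 75th percentile (9.59), cyclic loess (9.15), quantile over the 6 arrays compared (9.34), normexp correction (1.39), no background subtraction (1.98), without DEF replicate 2 (16.4) and without FA replicates 2 and 3 (9.95 and 10.9). No filter, the positive and significant filter, the methods' t-test, one fit over all 12 arrays and the replicate block left it at 9.35. The probe was well above background on 1 of 3 DEF arrays.

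For Gapdh the paper shows about 8.8 in FA and about 8.4 in DEF mice in Figure 6B, read by eye on its log2 scale, whereas the Gapdh probe with 20 spots had 15.50 and 15.44. The paper's text does not name the probe, and no alternative was run for this comparison.

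The paper's text states an increase of Tomm40 in deficient mice. The Tomm40 probe was lower in DEF mice, by a difference of −1.74 on the log2 scale, and Supplementary Table 3 lists it as down. Figure 4C draws 9 genes, Tomm40 among them, as upregulated by qPCR in deficient mice. On the arrays, with the outlier-marked spots kept, 8 of these 9 were lower in DEF mice. In Figure 4A the bars over the word qPCR stand at about 4.6 and about 6.1 for Gsta1 in FA and DEF mice, about 11 and about 9.4 for Rasgrp1, about 14 and about 13 for Cacna1g and about 9.7 and about 7.5 for Grk4. The log2 array means here were 4.61 and 6.15, 11.13 and 9.38, 13.89 and 12.78, and 9.79 and 7.52. In Figure 3A the points far from the diagonal lie mostly on the side of higher DEF signal, whereas the differences of over 4-fold here were 127 lower and 20 higher in DEF mice.

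Vdac2 and Map2k7 are past the 2-fold threshold in the paper and were 1.64-fold and 1.93-fold lower here. Both pass it with series matrix values (log2 differences of −1.21 and −1.19) and with outlier-marked spots kept, which was chosen after seeing the values. Map2k7 also passes without DEF replicate 1 (−1.04) and without FA replicate 1 (−1.04). Cyp2c29, Map2 and Kctd6, which the paper calls, had no unmarked FA spot, and with the marked spots kept they were 9.41-fold, 7.825-fold and 6.35-fold lower. All probes of the series matrix with the methods' t-test, also chosen after seeing the values, gave 320 lower and 89 higher probes, and the copy of Supplementary Table 3 names 320 and 88.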

Other observations

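The tests of place on the array, of marked spots among falls of over 4-fold and of a shared source of signal, and the splits for age and the interaction, were chosen before their results were seen. The other tests in this part were chosen only after the result they address had been seen.

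At 6 months 76.7% of the called probes were lower in DEF mice. The tables argue against 4 technical explanations as the whole cause. Among probes unmarked on all 6 arrays 74.7% were lower (419 lower and 142 higher), so spots marked as non-uniform do not make the imbalance alone. Among probes well above background on all 6 arrays 84.3% were lower, and within slide 1 71.4% were. The DEF arrays did not have fewer probes well above background, with a median 217 above that of the FA arrays in ranges that overlap, and the imbalance held where every array was well above background. The place on the array stays open. Lower-called probes lay within 2 rows and columns of each other in 52 pairs, where 10000 random sets of as many tested probes had a median of 41 (95% between 29 and 54; one-sided permutation p = 0.0518). Of the 10 splits of the 6 arrays, 1 gave as many lower probes, the real one, 2 as many higher probes and 2 as many probes at an adjusted p under 0.05. The split of DEF replicates 1 and 2 with FA replicate 2 against the rest gave 240 and 348 probes. Chance can not be excluded with 10 splits, and the diet stays among the open explanations.

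Large falls at 6 months often involved spots marked as non-uniform on the FA arrays. With the marked spots kept, 181 probes fell by over 4-fold in DEF mice, of which 119 (65.7%) had a marked FA spot, where tested probes of like FA signal would give 0.611%. Of 20 rises of over 4-fold 0 had one. Among all probes called lower the share was 26.4%, against 0.715% of the probes tested. The FA arrays of 6 months had 101 to 145 marked spots on tested probes and the other 9 arrays 5 to 49, and pairs of these FA arrays shared 53 to 79. When marked spots were left out, 45 of the 144 lower probes with a marked FA spot were still called lower and 34 had no unmarked FA spot left. A candidate explanation of these falls is therefore whatever made the spots of the FA arrays uneven, and a spot with an unevenly distributed but real signal is not excluded. The marks may also share a source with the falls of unmarked probes. Within groups, the deviations of the 144 marked and 417 unmarked probes had r = 0.615 and rho = 0.713 over the 12 arrays (exact permutation p = 0.0355 for r, one-sided, over 1296 assignments). Without the 2 farthest arrays r was 0.434 (exact permutation p = 0.111), so the relation rests on them and the shared source stays open. No biological explanation was tested.

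On the mean profile of the 144 marked probes, the 4 arrays on slide 2 were lowest, at −1.92 for DEF replicate 3 of 6 months and −1.58, −2.12 and −1.65 for the DEF arrays of 18 months. The FA arrays of 6 months were highest, at 1.71, 1.80 and 2.04, and the other arrays of slide 1 lay between −0.04 and 0.84, DEF replicates 1 and 2 of 6 months among them at 0.27 and 0.28. For the 417 unmarked probes, the same DEF replicates 1 and 2 stood at −0.39 and −0.28 and DEF replicate 3 at −0.80.

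The direction of the 6-month differences was also seen at 18 months, in 89.3% of the called probes. A difference between slides is an open explanation for part of this share, since DEF replicate 3 of 6 months shares slide 2 with the DEF arrays of 18 months. For probes called within slide 1 the share fell to 76.2%, above the maximum of 60.5% in matched lists. This came from the lower probes (83.6%, at most 52.8% in lists of the same sign), since the higher probes had the same sign in 57.6%, no more than the median of 61.5% in such lists. That list was compared with 18-month groups that differ in slide, so the slide and a lasting effect of the diet cannot be told apart. The matched lists treat probes as independent, whereas called probes moved together, so they do not give the chance of such shares.

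The Rpl7l1 probe, the only one at an adjusted p under 0.05 at 6 months in limma, fell into 2 classes. It was dark on 4 arrays, the 3 DEF arrays of 6 months and DEF replicate 2 of 18 months (at most 2.44 on the log2 scale), and between 8.02 and 9.22 on the other 8. The largest gap between neighboring values was 5.58. DEF replicates 1 and 3 of 18 months stood at 8.17 and 8.37, so the class did not follow the diet at 18 months, where its difference was −1.80 (adjusted p = 0.601). A sequence variant or deletion under the probe that some of these outbred mice carry may give such classes, and so may an expression change in part of the mice. Neither is decided by the arrays, since the probe was picked for its difference.

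In all, 58 probes had an on and an off class over the 12 arrays, with at least 3 arrays in each, a gap of at least 2 on the log2 scale that was over 1.5 times the range within either class, values on all 12 arrays and a signal well above background on at least 1. Arrays of different groups with the same replicate number shared the class in 66.4% of cases, arrays of different groups with different numbers in 46.9% and arrays within a group in 47.7%. The value for the real numbers was the highest of 216 assignments (exact permutation p = 0.00463, one-sided, the smallest these allow). In the 6 pairs of groups the share was 62.1% to 70.1% for the same number and 42% to 50.6% for different numbers. This may mean that mice with the same number are related across groups, for example through the same litters or parents. The methods of the paper split each litter between the diets, while the legend of Figure 1 puts whole litters on a diet, and neither says what a replicate number stands for. Over all probes, same-numbered arrays did not deviate together in each pair, so the main fits did not pair arrays by number. If mice are related, allele differences between families could enter the comparison of diets. The replicate block would remove such differences only if the number marks a family in every group. With it limma called 556 lower and 187 higher probes at 6 months, against 467 and 142 in the main fit. At 18 months it called 694 and 120, against 651 and 96, and the adjusted count went from 201 to 83. Families that do not follow the number were not tested.

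A set of 52 probes was at least 8-fold brighter on DEF replicate 1 of 6 months and DEF replicate 1 of 18 months than on each of the other arrays. The medians were 6.20 and 8.05 on these arrays and 0.779 on the others. Of the 66 pairs of arrays, the pair with the next most such probes had 9. The levels on both arrays had r = 0.907 across the 52 probes, with an SD of the difference of 0.82 on the log2 scale. RNA from another tissue in both samples may give such a pattern, and so may genes turned on in 2 related mice. The files pair 0 of the 52 probes with a symbol, so neither was tested further and the r does not separate them.

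For the effect of age in FA mice limma found 0 probes at an adjusted p under 0.05, with 2941 at an unadjusted p under 0.05 and 0 by the methods' t-test. For the interaction of diet and age limma found 0, with 2222 at an unadjusted p under 0.05, and no other tool was run. With counts of 0 every other split has at least as many (10 of 10 splits for age, 100 of 100 drawn of 200 for the interaction), so the splits decide nothing and can not exclude chance. In simulated data the same fits found most of the 200 changed probes, 89% and 83.5% after adjustment. Those changes were 2 or 3 on the log2 scale, with noise independent between probes. On the real arrays of 6 months, 127 probes were over 4-fold lower and 20 over 4-fold higher in DEF mice. Only 1 probe passed adjustment there. The counts of 0 for age and the interaction thus do not show that changes of that size are absent.

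Hsp90ab1 has 2 probes with a name, and it was chosen after its values had been seen. The probe with 20 spots stood at 13.69 in DEF and 13.76 in FA mice at 6 months, a difference of −0.07. The probe listed in Supplementary Table 3 stood at 7.71 and 9.14, a difference of −1.43 (adjusted p = 0.232 from limma). At 18 months the differences were 0.27 and −1.94. Probes of 1 symbol can thus give different results on this array.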
